# LH/hCG Regulation of Circular RNA in Mural Granulosa Cells during the Periovulatory Period in Mice

**DOI:** 10.3390/ijms241713078

**Published:** 2023-08-23

**Authors:** V. Praveen Chakravarthi, Wei-Ting Hung, Nanda Kumar Yellapu, Sumedha Gunewardena, Lane K. Christenson

**Keywords:** circular RNA, granulosa cells, ovulation, post-transcriptional gene regulation, miRNA

## Abstract

Ovarian follicles undergo a series of dynamic changes following the ovulatory surge of luteinizing hormone including cumulus expansion, oocyte maturation, ovulation, and luteinization. Post-transcriptional gene regulatory events are critical for mediating LH follicular responses, and among all RNA isoforms, circular RNA (circRNA) is one of the most abundant forms present in cells, yet they remain the least studied. Functionally, circRNA can act as miRNA sponges, protein sponges/decoys, and regulators of transcription and translation. In the context of ovarian follicular development, the identity and roles of circRNA are relatively unknown. In the present study, high throughput RNA sequencing of granulosa cells immediately prior to and 4-h after the LH/hCG surge identified 42,381 circRNA originating from 7712 genes. A total of 54 circRNA were identified as differentially expressed between 0-h and 4-h time points (Fold Change ± 1.5, FDR ≤ 0.1), among them 42 circRNA were upregulated and 12 circRNA were downregulated. All differentially expressed circRNA between the 0-h and 4-h groups were subjected to circinteractome analysis and identified networks of circRNA-protein and circRNA-miRNA were further subjected to “micro-RNA target filter analysis” in Ingenuity Pathway Analyses, which resulted in the identification of miRNA targeted mRNAs. A comparison of these circRNA target mRNAs with LH-induced mRNAs identified Runx2, Egfr, Areg, Sult1el, Cyp19a1, Cyp11a1, and Hsd17b1 as targets of circKif2, circVcan, circMast4, and circMIIt10. These newly identified LH/hCG-induced circRNA, their target miRNA and protein networks provide new insights into the complex interactions associated with periovulatory follicular development.

## 1. Introduction

Ovarian follicles undergo dramatic developmental and metabolic changes during the periovulatory period. During this time, the ovulatory surge of luteinizing hormone (LH) triggers a number of molecular and cellular events to initiate cumulus expansion, oocyte maturation, ovulation, and luteinization of the follicular wall [1]. LH-mediated signal transduction and transcriptional changes have been well documented, while post-transcriptional events have been studied less. Post-transcriptional regulatory mechanisms can involve different RNA isoforms (e.g., microRNA, snRNA, and lncRNA) in addition to alternative splicing, changes in localization, and translational control. The regulatory role played by non-coding RNA isoforms in periovulatory follicular development remains woefully under explored. Among these, circular RNA (circRNA) are the least investigated even though they are the predominant non-coding isoform, with exception of ribosomal RNA present in humans and mice [2].

Circular RNA are covalently closed RNAs and are generated by lariat-driven circularization, cis-acting elements such as Alu/Sine/Line elements, trans-acting splicing factors, and RNA binding proteins (RBP) that direct back splicing [3]. Recent advances in sequencing technologies and bioinformatic tools have led to findings that circRNA are evolutionary conserved, transcriptionally active (some), and play major roles in cellular metabolism [4]. Circular RNA are stable molecules in comparison to mRNA due to the lack of a 5′ end and 3′ poly A tail [3], and therefore are not susceptible to 3′-5′exonucleases. Functionally, circRNA have been shown to regulate parental (cis) gene expression through multiple processes including epigenetic DNA methylation [5], competition with parental gene expression as back splicing competes with normal splicing [6], and interference with RNA polymerase II activity by forming a complex with U1snRNPs and promoting the transcription of its parental gene [7]. However, the most common mechanism tied to circRNA is its action as a miRNA sponge [8], where a circRNA binds to the miRNA, presumably in the context of the miRNA-induced silencing complex, thereby reducing the availability of the miRNA and causing the upregulation of the miRNA target genes. Similar to the miRNA sponge concept, circRNA can also serve as protein decoys, effectively sequestering RBPs, or forming scaffolds and recruiters to manipulate gene expression [7,9]. Furthermore, in rare cases, some circRNA have internal ribosomal entry sites, and in conjunction with N6-methyladenosine mediated cap independent initiation are capable of being translated [10].

Interestingly, circRNA have been widely implicated in cell proliferation, epithelial-mesenchymal transitions, pluripotency, and early lineage differentiation [11]. Moreover, abnormal circRNA expression has been associated with a variety of diseases including cancer as well as neurological and cardiovascular disorders [12,13,14,15,16]. In the context of female reproduction, very little is known. The presence of circRNA and their interacting miRNA and proteins were analyzed in high and low fertility sows during the follicular and luteal phases of the estrous cycle; and FOXO, TGFβ, and Wnt signaling pathways were identified as downstream targets of circRNA [17]. In women undergoing assisted reproduction technology (ART), circRNA were found to be associated with gamete, embryonic quality, and ART success [18]. Women with primary ovarian insufficiency exhibited altered expression of circRNA in granulosa cells, and circRNA-miRNA network analyses identified the FOXO signaling pathway [19]. Additionally, circRNA profiles in granulosa cells of women suffering from polycystic ovarian syndrome were found to be related to pathways involved in inflammation, proliferation, and vascular endothelial factor signaling [20]. Our current understanding of circRNA within the periovulatory ovarian follicle is poorly understood, yet many of the physiologic events linked to circRNA function occur during the ovulatory period. Thus, we hypothesize that circRNA are likely key regulators within the periovulatory follicle during the ovulatory process. The aim of the present study is to analyze circRNA expression and functional networks in granulosa cells at two time points after gonadotropin stimulation. Detailed analyses of circRNA during the highly important periovulatory period of follicular development might reveal new therapeutic targets to address infertility or block fertility.

## 2. Results

### 2.1. Circular RNA Isoforms in Mural Granulosa Cells

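RNA was sequenced from mural granulosa cells, the cells that line the wall of the ovarian follicle, of 6 immature mice. Each 21-day-old mouse received 5 IU of equine chorionic gonadotropin (eCG), which drives the growth of follicles. At 46 h after eCG alone, 3 of the mice were sampled (0-h). The other 3 received 5 IU of human chorionic gonadotropin (hCG), which acts on the LH receptor in place of the LH surge, 46 h after eCG by the sample labels and 46 to 48 h after it by the methods of the paper, and were sampled 4 h later (4-h post-hCG). For each library, the authors deposited the number of reads across each back-splice junction, where the end of a downstream exon is joined to the start of an upstream one, and a count of the linear RNA isoform for the same junction, on coordinates of GRCm38 (how the linear counts were made is not given in the sources used here). Back-splice reads at circRNA came to 65994 to 91854 per library at 0-h (median 88435) and to 66593 to 89982 at 4-h post-hCG (median 76498). Linear counts at the same circRNA came to 5435467 to 6796887 per library at 0-h (median 5773151) and to 5070799 to 7452634 at 4-h post-hCG (median 6615702). The paper states 58.3 to 78.7 M sequenced reads per sample, and all values given here use the deposited junction counts. Over the circRNA reads of a library, a single back-splice read was worth 10.9 to 15.2 CPM, so that 100 CPM stood for 6.60 to 9.19 reads. Counts were tested as deposited with the quasi-likelihood test of edgeR, and a difference was counted where its Benjamini-Hochberg adjusted p was at most 0.1 and its fold change at least 1.5 either way, the thresholds that the paper states. Library sizes for circular counts were the back-splice reads on junctions that name a gene, with TMM factors, and the levels given for circRNA are normalized CPM on that scale. Groups were compared with 3 mice in each, and a mean ± SD is over the 3 mice unless stated otherwise. Intervals around shares and ratios of counts cover counting error only.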

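The circRNA with the highest mean levels came from Usp3, which encodes a histone deubiquitinase, and from Aff3, a transcription factor of the AF4 family. The Usp3 circRNA lay on chromosome 9 from 66540062 to 66566903, coding exons 2 to 8 of 15, and stood at 4146 ± 631 normalized CPM at 0-h and 5153 ± 1062 at 4-h post-hCG (SD, n = 3 mice each). The Aff3 circRNA lay on chromosome 1 from 38534906 to 38536946, coding exons 3 to 5 of 23, and stood at 4011 ± 347 and 3957 ± 336 (SD, n = 3). Neither passed the test between the time points (edgeR adjusted p = 0.572 for Usp3 and 0.997 for Aff3). Most circRNA were read far less often than these. The median circRNA had 3 back-splice reads over the 6 libraries, and 12974 (30.6%) had 1 read. Each library at 0-h detected 14414 to 15710 circRNA and each library at 4-h post-hCG 12879 to 15081, and 3253 circRNA were read in all 6 libraries. The circRNA with a read came from 7843 gene names as the files write them, where overlapping genes share 1 entry, and from 7477 if only the first gene of such an entry is counted. With at least 2 reads in total, 29407 circRNA from 6706 gene names were left. With a read in at least 2 libraries, 17853 circRNA from 5158 gene names were left.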

Mural granulosa cells contained 42,381 different circRNA originating from 7712 genes based on the presence of a back spliced isoform (Supplementary Table S1). Based on counts per million (CPM) values, circRNA with CPM ≥ 100 in at least three of the six samples reduced the number of circRNA to 1658 isoforms originating from 1077 genes (Supplementary Table S2). 

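Among the abundant circRNA, that of Cdyl, which encodes a chromodomain protein of repressive chromatin, stood at 3147 ± 30.9 normalized CPM at 0-h and 3779 ± 671 at 4-h post-hCG (SD, n = 3 mice each). It consists of coding exon 5 of 10 on chromosome 13 from 35815909 to 35816575. The circRNA of Hipk3, a nuclear serine/threonine kinase, is also a single exon (exon 2 of 17, from 104470749 to 104471847 on chromosome 2), at 2225 ± 457 and 2163 ± 310.4. The circRNA of Ankib1, an ankyrin-repeat E3 ubiquitin ligase, joins exons 2 to 5 of 20 on chromosome 5 from 3747021 to 3772787, and stood at 1979 ± 251 and 2089 ± 458. None of the 3 passed the test between the time points (edgeR adjusted p = 0.753 for Cdyl, and 0.997 for both Hipk3 and Ankib1). Dock4, a guanine nucleotide exchange factor, and Tenm4, a teneurin of cell contacts, gave 10 abundant circRNA each, and Arhgap10 gave 9; these 3 genes were chosen after their values were seen. Of the 1077 genes, 732 gave 1 abundant circRNA and 30 gave 5 or more. The abundant circRNA held 57.3% to 58.5% of the circRNA reads of a library, and the 10 with the most reads held 8.02% of the reads of the abundant ones. The median abundant circRNA had 86 back-splice reads and a linear count of 779 over the 6 libraries. CPM for this filter were taken over the circRNA reads of each library, the total that the CPM of Table S2 imply in the part held here (4 libraries, with 1289 to 1302 values each). With CPM taken over every junction of the raw count table, 712 circRNA from 544 genes passed, and with a minimum of 50 or of 200 CPM 3280 or 788 passed.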

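The circRNA of the abundant set ranged from short ones such as that of Emg1, a methyltransferase of ribosome biogenesis, to long ones of Vcan, which encodes the matrix proteoglycan versican. The Emg1 circRNA joins coding exons 3 to 4 of 6 (201 nt when spliced, chromosome 6 from 124705158 to 124705656). The longest of the circRNA of Vcan named here joins coding exons 8 to 13 of 15 (5832 nt when spliced, chromosome 13 from 89661917 to 89693501). The circRNA of Tead1, a transcription factor of the Hippo pathway, is exon 2 of 14 alone (256 nt), and that of Ezh2, a histone H3 lysine 27 methyltransferase, joins exons 2 and 3 of 20 (253 nt). Spliced length was taken from the exons of the GENCODE release M21 annotation of GRCm38 that lie between the back-splice ends, which could be done for 1657 of the 1658. It ran from 122 to 5866 nt (median 519 nt), with 780 circRNA of up to 500 nt, 645 above that and up to 1000 nt, and 232 longer. The share of up to 1000 nt was 86.0% (95% exact binomial interval 84.2% to 87.6%). The genomic distance between the back-splice ends, introns included, ran from 167 to 283814 bp (median 8196.5 bp), and 158 circRNA (9.53%) spanned up to 1000 bp. By exon number, 120 circRNA had 1 exon, 337 had 2, 351 had 3, 299 had 4, 225 had 5 and 326 had more, up to 23, so that 73.1% had 2 to 5 (95% exact binomial interval 70.9% to 75.2%). All 1658 began and ended at annotated exon ends, 624 (37.7%) began at exon 2 and 2 began at exon 1. Only junctions that the authors typed circRNA were used, so the exon ends may follow from that typing. Exon numbers and coding content came from the transcript closest to the deposited exon count, preferring coding transcripts and then those with more exons. By content, 1254 (75.6%) held coding exons only, 360 (21.7%) held coding and untranslated sequence and 28 (1.69%) untranslated sequence only.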

The distribution of these more abundant circRNA indicated that most circRNA were between 68–1000 bp in length, based on the site of the back spliced exons (Figure 1A), with most circRNA containing between two to five exons (Figure 1B). PCA plot shows four distinct clusters of samples, with circular and linear RNAs segregation shown on the first dimension (PC2), and 0-h and 4-h segregation shown on the second dimension (PC3) (Supplementary Figure S1).

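In the 12 count columns (6 libraries, a circular and a linear count each), the first component of log2 CPM over the abundant circRNA held 67.3% of the variance and parted the circular from the linear counts. Circular columns scored 29.1 to 33.1 on it and linear columns -33.9 to -29.5. The second component held 8.98% and parted the time points. On it, the circular counts scored 6.85 to 13.7 at 0-h and -23.2 to -2.07 at 4-h post-hCG (3 mice each), and the linear counts 10.6 to 11.6 at 0-h and -12.4 to -7.17 at 4-h post-hCG. The third component held 6.13% and spread the circular counts of the 4-h post-hCG mice, from -21.0 in replicate 2 to 20.4 in replicate 1, while the linear counts lay between -5.17 and 5.91. The fourth held 4.32%. Components are from log2 CPM with a prior count of 2, with CPM relative to each column's own total.

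**Figure D1:**
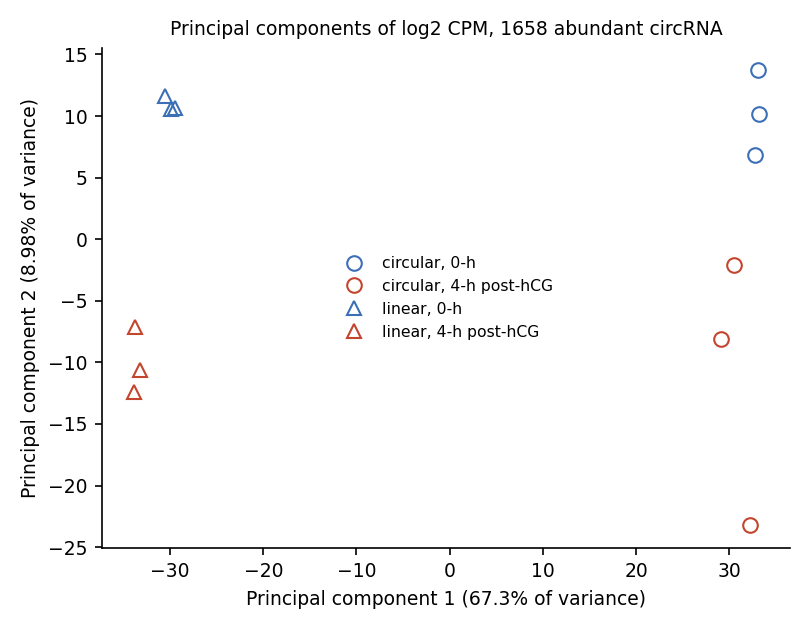
Scores of the 12 count columns on the first component (67.3% of the variance, x axis) and the second component (8.98%, y axis), 1 point per library and count type. Circular counts lie at 29.1 to 33.1 on the x axis and linear counts at -33.9 to -29.5, and within each the 0-h libraries lie above the 4-h post-hCG libraries on the y axis.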

### 2.2. circRNA vs. Its Linear RNA Form in Granulosa Cells before (0-h) and after (4-h) LH/hCG Surge

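At the level of single circRNA, the spread between mice varied. Among circRNA of Fig. 5C, that of Dennd1b, a guanine nucleotide exchange factor for RAB35, stood at 643 ± 7.89 normalized CPM at 0-h and 399 ± 102 at 4-h post-hCG (SD, n = 3 mice each). The circRNA of Mast4, a microtubule-associated serine/threonine kinase, stood at 1566 ± 21.6 at 4-h post-hCG. The circRNA of Epha5, an ephrin receptor, spread more widely at that time, at 369 ± 260.1, as did that of Clk1, a kinase of SR splicing factors, at 0-h (69.4 ± 48.4). Over the abundant circRNA, the circular log2 CPM of mice of the same group correlated at r = 0.755 to 0.777 at 0-h (3 pairs of mice) and 0.663 to 0.735 at 4-h post-hCG (3 pairs), and those of mice of different groups at 0.660 to 0.744 (9 pairs). The linear log2 CPM correlated at 0.966 to 0.971 within 0-h, 0.964 to 0.974 within 4-h post-hCG and 0.838 to 0.885 between the groups. These are Pearson correlations across circRNA, which are not independent replicates. For the circular counts, the range within 4-h post-hCG overlapped the range between the groups.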

Heatmaps of the abundant (1658) circRNA and their linear isoforms were consistent across the triplicate samples at the 0-h and 4-h time points (Supplementary Figure S2).

Of the abundant (1658) circRNA evaluated at 0-h post-hCG, 791 circRNA were found at higher or in equal counts than their linear RNA isoform (fold change ≥ 1) and 867 circRNA were found to have lower counts than the linear RNA isoforms (Figure 2A; Supplementary Table S2). 

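At 0-h, the circRNA that stood furthest above the linear count came from Ezh2. With circular and linear counts scaled together, the Ezh2 circRNA on chromosome 6 from 47576536 to 47577667 had a log2 ratio of circular to linear of 3.99 (standard error 0.200, edgeR adjusted p = 3.95e-17). Next were circRNA of Lnp, which shapes the endoplasmic reticulum (3.62, standard error 0.362, edgeR adjusted p = 1.32e-10), and of Slc16a10, an aromatic amino acid transporter (3.39, standard error 0.425, edgeR adjusted p = 1.78e-08). The circRNA of 6820408C15Rik and Setbp1, a nuclear protein that binds SET, followed with log2 ratios of 3.35 and 3.33. The circRNA furthest below came from Crim1, a transmembrane regulator of BMP (chromosome 17 from 78344350 to 78355177), with a log2 ratio of -6.72 (standard error 0.387, edgeR adjusted p = 4.62e-16). It was followed by circRNA of Prkar2b, a regulatory subunit of protein kinase A (-5.66), Tenm4 from 96703926 (-4.96), Usp3 from 66543946 (-4.94) and Akr1cl, an aldo-keto reductase (-4.86). In all, 801 circRNA had a ratio of 1 or more and 857 a ratio below 1, with a median log2 ratio of -0.05. The test was passed by 1116 circRNA, of which 543 were above and 573 below the linear count. It treats the circular and linear columns of a mouse as separate samples, and 1088 passed with the mouse as a block. The joint scaling places the middle of the circular to linear ratios near 1. With reads as counted, the median log2 ratio moved to -2.85, and 48 circRNA (2.90%) had a ratio of 1 or more. The test was then passed by 1537, 2 above and 1535 below. Linear counts behave as a sum over both ends of a junction, so ratios of reads as counted are not ratios of molecules.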

Of the abundant (1658) circRNA evaluated at 4-h post-hCG, 813 circRNA were detected at higher or in equal counts than the linear RNA isoforms (Fold change ≥ 1) and 845 were found at lower counts than the linear RNA isoforms (Fold change < 1) (Figure 2B; Supplementary Table S2).

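At 4-h post-hCG, the Ezh2 circRNA was again furthest above its linear count, with a log2 ratio of 4.12 (standard error 0.202, edgeR adjusted p = 1.74e-17). The others of the 5 largest were circRNA of A830093I24Rik (4.04), of Fbxo16, an F-box protein (3.62), of Hdgfrp3, a growth factor-like chromatin protein (3.59), and of Atp2b4, a calcium pump of the plasma membrane (3.56, standard error 0.297, edgeR adjusted p = 1.82e-12). Furthest below was the circRNA of Crim1 on chromosome 17 from 78279973 to 78303108, with a log2 ratio of -5.78 (standard error 0.334, edgeR adjusted p = 8.36e-16). A circRNA of exon 7 of Vcan, a gene whose product builds the matrix of the expanding cumulus, followed at -5.03 (standard error 0.299, edgeR adjusted p = 1.05e-15), then the short Usp3 circRNA at -4.97, the circRNA of exons 8 to 13 of Vcan at -4.86 and the Tenm4 circRNA at -4.75. In all, 814 circRNA had a ratio of 1 or more and 844 a ratio below 1, and 1130 passed the test, 545 above and 585 below the linear count. With reads as counted, 46 circRNA (2.77%) had a ratio of 1 or more, and 1537 passed the test, 6 above and 1531 below. The median log2 ratio was -0.03 with the joint scaling and -2.87 with reads as counted.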

circRNA expressed at equal or higher counts than their linear RNA isoform (Fold change ≥ 1) were subjected to IPA analysis (using native gene names). IPA analysis at the 0 h time point identified different pathways, such as NGF, FGF, TGF-β, ERK/MAPK, JAK/STAT, PTEN, and 12 other signaling pathways (Figure 3A). IPA analysis of 4-h post-hCG granulosa cells identified 11 pathways, including NGF, FGF, TGF-β, cAMP, ERK/MAPK, and the BMP signaling pathways (Figure 4A). Overall, the graphical summary of IPA analysis in both the 0-h and 4-h groups showed that cell cycle progression, cell proliferation, cell survival, ESR1 signaling, NGF signaling, and growth of the embryo were the main mechanisms, where the circRNA (their native genes) play a role (Figure 3B and Figure 4B). Upstream IPA analysis at the 0-h and 4-h post-hCG identified a group of highly expressed circRNA compared to their linear transcripts involved in the ESR1, estrogen (β-estradiol, ESR1), KCNJ2, and miR-144 signaling pathways (Figure 3C and Figure 4C). Among them, *Lhcgr*, *Tgfbr*, *Map2k1*, *Bmpr1b*, and *Fgfr2* were well-established ovarian genes with a prominent role in ovarian follicular development and ovulation (Figure 3C and Figure 4C). 

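The circRNA of Lhcgr, Tgfbr1, Map2k1, Bmpr1b and Fgfr2 differed in how they stood to the linear count. The circRNA with the most reads of Bmpr1b, a BMP type 1 receptor, lies on chromosome 3 from 141856349 to 141880516, partly untranslated exons 3 to 9 of 12, and had a log2 ratio of circular to linear of 1.80 (standard error 0.189, edgeR adjusted p = 3.73e-10) at 0-h and 2.16 (standard error 0.193, edgeR adjusted p = 8.09e-12) at 4-h post-hCG. That of Map2k1, the kinase that activates ERK, had 1.44 (standard error 0.190, edgeR adjusted p = 5.03e-08) and 1.22 (standard error 0.191, edgeR adjusted p = 1.09e-06) (chromosome 9 from 64204431 to 64214609). Both circRNA of Fgfr2, a receptor of fibroblast growth factors, were above their linear count at 0-h, at 0.86 for the one from 130218998 to 130242644 and 1.16 for the one from 130241200 to 130242644 on chromosome 7 (edgeR adjusted p = 0.0298 and 4.12e-04), and stood at 0.03 and 0.12 at 4-h post-hCG (edgeR adjusted p = 0.934 and 0.720). The LH receptor gene Lhcgr had 5 abundant circRNA on chromosome 17. The one with the most reads, from 88750103 to 88758411, coding exons 7 to 10 of 11, had 0.13 (standard error 0.215, edgeR adjusted p = 0.619) and 0.63 (standard error 0.209, edgeR adjusted p = 0.00889), and the other 4 had negative log2 ratios, from -3.48 to -0.39 at 0-h and from -2.58 to -0.34 at 4-h post-hCG. The circRNA of Tgfbr1, the TGF-beta type 1 receptor (chromosome 4 from 47383749 to 47396585), had 0.17 (standard error 0.322, edgeR adjusted p = 0.675) and -1.41 (standard error 0.320, edgeR adjusted p = 2.66e-04). The other 2 circRNA of Bmpr1b lay below, at -2.24 and -2.37 at 0-h. Fitted over all circRNA, 3 of those 4 Lhcgr circRNA had log2 ratios of 0.17 to 1.70 at 0-h and of 0.62 to 1.67 at 4-h post-hCG, 1 of them also had 0.33 and 0.37 at 50 CPM, and at 4-h post-hCG Tgfbr1 had 0.60 and the other 2 circRNA of Bmpr1b 0.46 and 0.28. Calls above the linear count were lost at 200 CPM for Lhcgr (-0.11, and -0.62 at 0-h) and Map2k1 (0.48) at 4-h post-hCG and for the 2 circRNA of Fgfr2 at 0-h (0.11 and 0.41), with CPM over all junctions for Lhcgr (-0.20, and -0.71 at 0-h), without 4-h post-hCG replicate 2 for Lhcgr (0.45) and without 0-h replicate 1 for the longer circRNA of Fgfr2 (0.46). With reads as counted, each of these 12 circRNA lay below its linear count at both times, and circular reads per linear count ran from 0.0127 for an Lhcgr circRNA to 0.500 for Bmpr1b at 0-h, and from 0.0230 to 0.618 for the same circRNA at 4-h post-hCG.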

As circRNA are highly stable compared to their linear transcripts, once produced, they may remain for extended periods of time in the cells. Therefore, the circRNA observed prior to the LH surge may still be elevated 4-h after the LH surge, leading to their retained appearance.

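At Tenm4 and Zc3h4, the linear RNA fell and the circRNA did not pass the test. For Tenm4, the linear log2 fold change at exon 31 of 33 was -1.18 (edgeR adjusted p = 2.30e-06), and the circRNA of that exon (chromosome 7 from 96894653 to 96896267) had 0.62 (standard error 0.432, edgeR adjusted p = 0.913). For Zc3h4, a zinc finger protein that restrains unproductive transcription, the linear change was -0.74 (edgeR adjusted p = 1.77e-04) and the circular one 1.34 (standard error 0.842, edgeR adjusted p = 0.906). The change of the circular to linear ratio passed the test for these 2 circRNA (edgeR adjusted p = 0.0151 and 0.0489). These 2 were named because their rises of the ratio were among the largest that passed. Their passing thus follows from that choice and does not bear on how common such cases are. The ratio change did not pass for Akr1cl (edgeR adjusted p = 0.584), where the linear and circular log2 fold changes were -0.67 and 0.42. Among genes whose linear RNA rose, the linear change at the Slc7a8 circRNA, of a neutral amino acid transporter, was 3.42 (edgeR adjusted p = 6.78e-19), and the circRNA rose with a log2 fold change of 1.06 (standard error 0.276, edgeR adjusted p = 0.0296). At the circRNA of Adamts9, an ADAMTS metalloproteinase of the matrix (chromosome 6 from 92901375 to 92912912), they were 2.88 (edgeR adjusted p = 4.77e-19) and -0.26 (standard error 0.639, edgeR adjusted p = 0.997). The Adamts9 circRNA was named in the same way, for a fall of the ratio among the largest that passed. With each mouse left out in turn, the ratio passed the test every time for Slc7a8 and Adamts9 and in 3 of 6 fits for both Tenm4 (not without 0-h replicate 1, 0-h replicate 2 or 4-h post-hCG replicate 1) and Zc3h4 (not without 0-h replicate 1, 0-h replicate 3 or 4-h post-hCG replicate 3). The linear count fell at 159 of the 1658 abundant circRNA, with a median linear log2 fold change of -0.83 and a median circular one of -0.14 (60 above 0). This median was -0.08 without 0-h replicate 3, -0.22 without 4-h post-hCG replicate 2, -0.22 without 4-h post-hCG replicate 3 and -0.06 at 200 CPM. None of these 159 circRNA was called lower by edgeR or by DESeq2 on the circular columns (1 by each tool with the 12 columns in the model), and 10 were lower at an unadjusted p under 0.05 from edgeR. Among all 1658, edgeR called 2 lower and DESeq2 0 on the circular columns. With so few falls called anywhere, the absence of calls here does not show that these circRNA held their level. The linear count rose at 177, with medians of 1.01 for the linear and 0.41 for the circular counts (141 above 0), and 17 of these circRNA rose. Across circRNA, the circular and linear log2 fold changes correlated at Pearson's r = 0.461 and Spearman's rho = 0.282, over circRNA that are not independent replicates. From the stability of circRNA relative to linear transcripts, the paper proposes that those present before the LH surge may persist at 4-h post-hCG.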

### 2.3. Differentially Expressed circRNA in Mural Granulosa Cells before and after the LH/hCG Surge

Heatmaps of the differentially expressed circRNA were consistent across the triplicate samples between the 0-h and 4-h time points (Supplementary Figure S3). 

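Read by mouse, the short Rnf180 circRNA had 1, 3 and 1 back-splice reads at 0-h and 48, 23 and 35 at 4-h post-hCG, in the order of replicates 1 to 3. Rnf180 encodes an E3 ubiquitin ligase. The Gpr98 circRNA, of a very large adhesion receptor, had 8, 8 and 11 back-splice reads at 0-h and 113, 77 and 98 at 4-h post-hCG. The Vcan circRNA that begins at exon 2 had 4, 12 and 11 back-splice reads at 0-h and 94, 27 and 64 at 4-h post-hCG. These reads are not scaled for depth. Back-splice reads on junctions naming a gene were 156625, 135198 and 119094 in the 3 libraries at 4-h post-hCG, in the same order. The circRNA of Palm2, which encodes paralemmin 2, had 102, 178 and 112 back-splice reads at 0-h and 326, 151 and 180 at 4-h post-hCG. Of the circRNA that were lower at 4-h post-hCG, that of Emg1 had 29, 33 and 23 back-splice reads at 0-h and 10, 7 and 9 at 4-h post-hCG. The circRNA of Mllt10, a cofactor of the histone methyltransferase DOT1L, had 16, 39 and 17 back-splice reads at 0-h and 3, 10 and 3 at 4-h post-hCG. For 18 of the 20 circRNA that passed the test in edgeR, all 3 mice of one time point lay above all 3 of the other in normalized CPM, and the exceptions were Clk1 and Epha5. Of all 1658 abundant circRNA, 191 had groups that did not overlap, where chance gives 10%.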

Fifty-four circRNA transcripts with a ≥ ±1.5-fold change (FDR ≤ 0.1) were identified as different between the 0-h and 4-h post-hCG in mural GCs (Figure 5A,C). Among them, 42 circRNAs are upregulated (fold change ≥ 1.5, FDR ≤ 0.1) and 12 circRNAs are downregulated (fold change ≤ 1.5, FDR ≤ 0.1). 

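The circRNA of Vcl, which encodes the focal adhesion protein vinculin (chromosome 14 from 20982574 to 20987118, coding exons 3 to 6 of 21), rose from 12.1 ± 10.5 to 107 ± 24.1 normalized CPM (SD, n = 3 mice each), a log2 fold change of 2.96 (standard error 0.791, edgeR adjusted p = 0.0326). The circRNA of Slc23a2, a vitamin C transporter (chromosome 2 from 132089096 to 132094240, coding exons 3 to 5 of 16), rose by 2.92 (standard error 0.454, edgeR adjusted p = 2.06e-06) on the log2 scale, and a longer one of the same gene, ending at 132101726, by 2.86 (standard error 0.823, edgeR adjusted p = 0.0678). The circRNA of Arhgap32 and of Pcsk5, a proprotein convertase, rose by 2.42 (standard error 0.497, edgeR adjusted p = 0.00111) and 2.29 (standard error 0.452, edgeR adjusted p = 5.79e-04). That of Tead1 rose by 1.85 (standard error 0.483, edgeR adjusted p = 0.0296), and that of Abca1, which exports cholesterol, by 1.50 (standard error 0.399, edgeR adjusted p = 0.0321). The circRNA of Lrp6, a Wnt co-receptor, and Mast4 rose by 1.17 (standard error 0.282, edgeR adjusted p = 0.0113) and 0.82 (standard error 0.192, edgeR adjusted p = 0.00911). Clk1 and Epha5 circRNA had log2 fold changes of 1.73 and 1.54 (edgeR adjusted p = 0.0315 and 0.0113), with groups that overlapped. With the 6 circular columns alone in the model, 20 of 1658 circRNA passed the test and 113 had an unadjusted p under 0.05. DESeq2 on the same columns called 14, all higher. The count moved to 7 with no filter on low counts, to 36 with the 12 circular and linear columns in 1 edgeR model and to 54 (42 higher and 12 lower) with those 12 columns in DESeq2. It was 10 without 0-h replicate 2, 12 without 0-h replicate 3 and 11 without 4-h post-hCG replicate 3, and 7 circRNA (the shorter ones of Rnf180 and Slc23a2, and those of Chst15, Gpr98, Vcan, Pcsk5 and Arhgap32) passed with each of the 6 mice left out in turn. The Mast4 circRNA was lost only without 0-h replicate 2 (0.78), and each of the others lost its call in 2 or more of the 6 fits.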

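The largest increases were in circRNA of Rnf180, Chst15 and Gpr98. The Rnf180 circRNA on chromosome 13 from 105246663 to 105250567, coding exons 4 to 5 of 8, rose from 10.7 ± 6.18 to 256 ± 76.7 normalized CPM (SD, n = 3 mice each), a log2 fold change of 4.44 (standard error 0.586, edgeR adjusted p = 1.96e-08), and a longer one that ends at 105271039 rose by 3.32 (standard error 0.901, edgeR adjusted p = 0.0372). Chst15 encodes a sulfotransferase of chondroitin sulfate, a glycan that versican carries, and its circRNA (chromosome 7 from 132262683 to 132271001, partly untranslated exons 2 to 5 of 8) rose from 8.05 ± 6.97 to 138 ± 50.2, a log2 fold change of 3.86 (standard error 0.746, edgeR adjusted p = 4.28e-04). The Gpr98 circRNA (chromosome 13 from 81270744 to 81283472, coding exons 84 to 85 of 90) rose from 62.3 ± 24.4 to 701 ± 134, by 3.52 (standard error 0.350, edgeR adjusted p = 2.22e-13). The Vcan circRNA of exons 2 to 5 of 15 (chromosome 13 from 89721567 to 89731534) rose from 62 ± 33.8 to 444 ± 217, by 2.86 (standard error 0.406, edgeR adjusted p = 1.54e-07). The Slc7a8 circRNA and the untranslated exon 7 of Palm2 rose from 300.4 ± 91.7 to 631 ± 103 and from 867 ± 217 to 1561 ± 487, with a log2 fold change of 0.85 (standard error 0.204, edgeR adjusted p = 0.0113) for Palm2. In all, 18 circRNA rose and 2 fell. Mllt10 (chromosome 2 from 18122245 to 18126229, coding exons 7 to 9 of 24) fell from 156 ± 67.6 to 39.0 ± 29.3, a log2 fold change of -1.99 (standard error 0.550, edgeR adjusted p = 0.0442). Emg1 fell from 188 ± 8.42 to 63.4 ± 12.5, a log2 fold change of -1.56 (standard error 0.461, edgeR adjusted p = 0.0876). Neither of these 2 was called by DESeq2 on the 6 circular columns, both were with the 12 columns in edgeR or in DESeq2, and the Emg1 circRNA was not called in edgeR once any 1 of the 6 mice was left out. The Kif24 circRNA, of a centriolar kinesin (chromosome 4 from 41400437 to 41414999), had a log2 fold change of -1.29 and did not pass the test (edgeR adjusted p = 0.482).

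**Figure D2:**
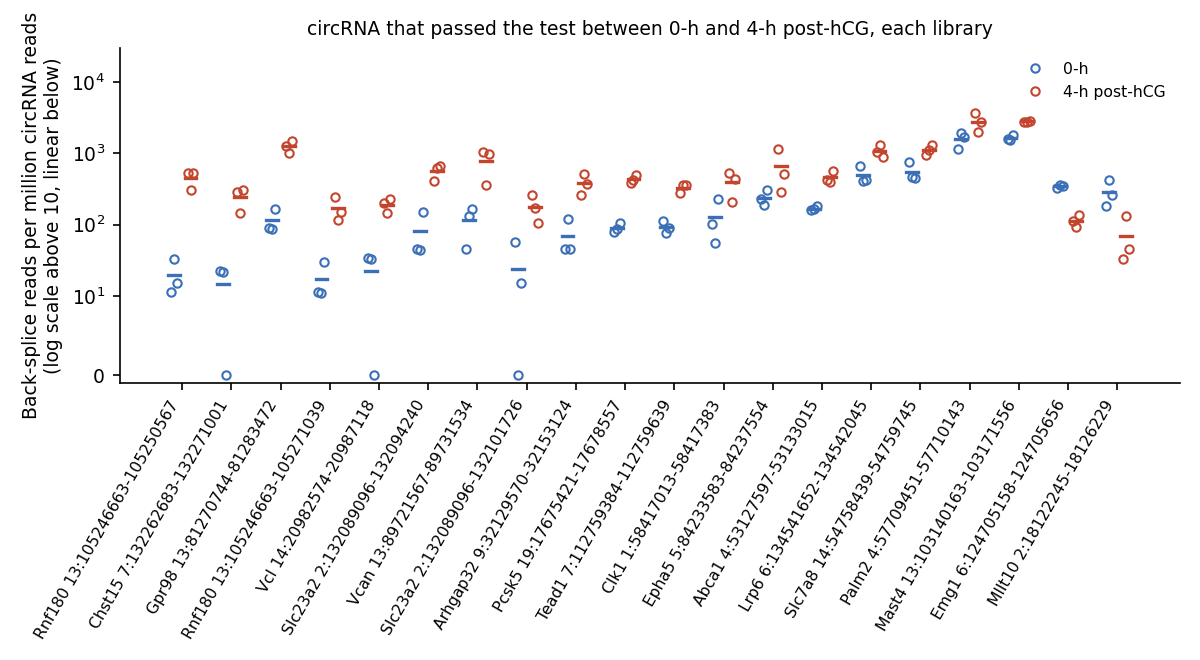
Back-splice reads in CPM of circRNA reads (y axis, linear near 0 and logarithmic above) in each of the 6 libraries for the circRNA that passed the test. Points are mice at 0-h and at 4-h post-hCG and bars are the group means. Of the 20 circRNA, 18 rose and 2 fell.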

IPA analysis (native gene names) for these 54 differentially expressed circRNA identified Hippo, DNA methylation, VEGF, IL-15, ferroptosis, epithelial adherens, mRNA degradation, and vitamin C transport pathways (Figure 5B). Upstream IPA analysis using the native gene names of the differentially expressed circRNA identified EGFR, VCAN, miR-144, and forskolin signaling pathways (Figure 5D). Of the 54 LH-regulated circRNA, 10 circRNA (i.e., Rnf180, Crim1, Slc7a11, Vcan, Ano4, Slc7a8, Gm20459, Palm2, Ywhae, and Emg1) were found to be of higher expression than their linear isoform, highlighted with arrow marks in Figure 5C.

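For these circRNA, the change of the circular to linear ratio from 0-h to 4-h post-hCG was fitted over all 12 columns. The circular and linear columns of a mouse were treated as separate samples. With the mouse as a block, 38 abundant circRNA passed, 35 of them also without it. The values below are from the fit without that block unless stated otherwise. The ratio rose for Crim1, with a log2 change of 2.50 (standard error 0.661, edgeR adjusted p = 0.0494), and for Ano4, of the anoctamin family of ion channels and scramblases, with 1.89 (standard error 0.421, edgeR adjusted p = 0.0107). It fell for Slc7a11, a cystine/glutamate antiporter (-4.02, standard error 0.815, edgeR adjusted p = 0.00487), for Slc7a8 (-2.35, standard error 0.310, edgeR adjusted p = 1.39e-05), for Emg1 (-2.01, standard error 0.429, edgeR adjusted p = 0.00728), for Ywhae, which encodes 14-3-3 epsilon (-1.37, standard error 0.368, edgeR adjusted p = 0.0531), and for the Palm2 circRNA of exon 7 (-1.0, standard error 0.301, edgeR adjusted p = 0.0834). It did not pass the test for Vcan exons 2 to 5 (0.25, edgeR adjusted p = 0.885), the shorter Rnf180 circRNA (-0.73, adjusted p = 0.793) or the Palm2 circRNA from 57638010 (-0.21, adjusted p = 0.912). For other circRNA of Vcan, it passed for those from 89678075 to 89693501 and from 89702918 to 89705797 (-3.01 for the latter). With each mouse left out in turn, these passed in 3 and 5 of the 6 fits. At Slc7a11, the linear count rose by 5.81 on the log2 scale (edgeR adjusted p = 1.04e-22) while its circRNA did not pass the test. In the circular counts alone, Crim1, Slc7a11, Ano4, Ywhae and the second Palm2 circRNA had log2 fold changes of 3.15, 1.69, 1.21, -1.05 and 1.61 (edgeR adjusted p = 0.113, 0.693, 0.255, 0.538 and 0.307) and did not pass. Counted as back-splice reads per linear count, the ratio went from 0.00130 to 0.00740 for Crim1, from 0.550 to 0.0319 for Slc7a11, from 0.0413 to 0.149 for Ano4, from 0.132 to 0.0242 for Slc7a8, from 0.0802 to 0.0297 for Ywhae and from 0.259 to 0.0624 for Emg1. Over the 1658 abundant circRNA, the ratio changed for 42, 16 up and 26 down, at 201 with an unadjusted p under 0.05, and DESeq2 called 101, 50 up and 51 down, while 30 passed in edgeR with reads as counted, 7 up and 23 down. The count was 11 without 0-h replicate 1 (1 up), 17 without 0-h replicate 2 (5 up), 21 without 0-h replicate 3 (8 up), 24 without 4-h post-hCG replicate 3 (5 up) and 75 without 4-h post-hCG replicate 2 (37 up). With each mouse left out in turn, Slc7a8 and Emg1 passed every time, Ano4 failed without 0-h replicate 1 (1.61) and Slc7a11 without 0-h replicate 3 (-3.15), Crim1 passed in 2 of the 6 fits, and Ywhae and the exon 7 Palm2 circRNA in 1.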

### 2.4. miRNA and Protein Interaction Network of Selected circRNA

All differentially expressed circRNA between the 0-h and 4-h groups were subjected to circinteractome analysis (https://circinteractome.nia.nih.gov/). Using the matching human circRNA sequence to our identified mouse circRNA sequences resulted in a network of mouse circRNA/corresponding human circRNA/miRNA and a protein network (Supplementary Table S3). Those with miRNA or protein interaction sites of three or greater are shown in Table 1. It is hypothesized that circRNA, having a relatively high number of binding sites for a single RBP or miRNA, could act as a sponge or decoy of that RBP or miRNA; we chose a cut-off value as ≥ three sites [21]. In total, 266 interacting proteins were identified; when restricted to those with ≥ three binding sites/circRNA, the number dropped to 132 interacting proteins. Removing duplicates across all of the circRNA resulted in a total of 23 proteins (i.e., FUS, HuR, IGF2BP1, IGF2BP2, IGF2BP3, LIN28A, AGO2, EIF4A3, PTB, FMRP, AGO1, CAPRIN1, DGCR8, EWSR1, ZC3H7B, FXR2, LIN28B, AGO3, C22ORF28, SFRS1, TIAL1, U2AF65) as interacting with our circRNA.

Repeating the ≥ three binding sites/circRNA analyses and removing duplicates, we identified 82 miRNA that interacted with LH-regulated circRNA. These miRNA were subjected to “micro RNA target filter analysis” in IPA, which resulted in a list of 11,040 target mRNAs (Supplementary Table S4). These target mRNAs were compared with LH-induced genes (4-h linear RNA versus 0-h linear RNA, Supplementary Table S5), and 689 LH-induced genes, targets for these miRNA, were found (Supplementary Table S6). 

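Among linear RNA outside the genes of ovulation, Slc5a7, a choline transporter, and Egln3, a prolyl hydroxylase of HIF, rose from 0-h to 4-h post-hCG. Neither had a linear count in any of the 3 mice at 0-h, and Slc5a7 was at least 147-fold higher, Egln3 at least 29.5-fold higher and the potassium channel gene Kcnk10 at least 20.6-fold higher than a floor of 3 counts over the 0-h group. Gfra1, a receptor of glial cell line-derived neurotrophic factor, went from 1 to 115 counts over the 3 mice, 123-fold (95% interval 21.6 to 4893), and SYNE1, which encodes nesprin-1 and is written so in the files, from 2 to 177, 94.5-fold (95% interval 25.8 to 787). The largest decreases in log2 fold change were in Jakmip3, a microtubule-binding protein (-2.31, standard error 0.282, edgeR adjusted p = 1.32e-06), the checkpoint kinase gene Chek2 (-2.29, standard error 0.386, edgeR adjusted p = 9.27e-05) and Pm20d2 (-2.21), followed by Dnahc2, Crocc, Fam196b, E130311K13Rik, Fam81a, Kcnh2 and Tmem14a, whose log2 fold changes lay between -2.12 and -1.90. Kcnh2, the ERG potassium channel, fell by 1.93 (standard error 0.182, edgeR adjusted p = 2.45e-08). Members of the gene lists are counted as entries of gene names as the files write them, so that a gene can stand in several entries. Of 27 immediate early and cAMP-responsive transcription factors, 7 were measured and 4 rose (4 when adjusted over the list alone, camera adjusted p = 0.00182, adjusted p = 0.256 with an estimated correlation, range 5.62e-04 to 0.256 over the other camera settings and 0.00185 from fry, a test of whether a list moves one way that makes no comparison with other genes), among them Crem (log2 fold change 3.26, standard error 0.311, edgeR adjusted p = 2.76e-08), Nr4a1 (2.57, standard error 0.254, edgeR adjusted p = 4.91e-08), Nr4a3 (2.91) and Bhlhe40 (2.90), while Fos had -0.08 (edgeR adjusted p = 0.760) and 0.11 without 0-h replicate 3. Of 32 genes of the EGF receptor and ERK pathway and its feedback, 21 were measured, 8 rose and 3 fell (the same counts when adjusted over the list alone, camera adjusted p = 0.0136, adjusted p = 0.256 with an estimated correlation, range 0.0107 to 0.256 over the other camera settings and 2.97e-04 from fry), among them Dusp6, a phosphatase of ERK (3.37, standard error 0.245, edgeR adjusted p = 2.82e-10), and the exchange factor Sos2 (2.00, standard error 0.181, edgeR adjusted p = 1.17e-08). Of 38 genes of extracellular matrix and proteases, 31 were measured, 12 rose and 2 fell (the same when adjusted over the list alone, camera adjusted p = 0.00182, adjusted p = 0.256 with an estimated correlation, range 5.96e-04 to 0.256 over the other camera settings and 0.00175 from fry). Adamts3, a procollagen peptidase, went from 3 to 96 counts, 34.2-fold (95% interval 11.3 to 169), and Chst15 rose by 5.08 (standard error 0.221, edgeR adjusted p = 4.96e-14). Of 28 genes of TGF-beta and BMP signalling, 21 were measured, 6 rose and 2 fell (the same when adjusted over the list alone, camera adjusted p = 0.0819, adjusted p = 0.256 with an estimated correlation, range 0.0650 to 0.256 over the other camera settings and 0.00322 from fry), with Bmper, which binds BMP, at 4.07 (standard error 0.212, edgeR adjusted p = 9.81e-13). The call of this list was lost with the linear counts of a gene summed (adjusted p = 0.170 from camera of limma), and without 4-h post-hCG replicate 1, 0-h replicate 3 or 4-h post-hCG replicate 3 (adjusted p = 0.118, 0.108 and 0.105 from camera of limma).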

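Markers of red blood cells moved between the time points in both directions, with Ank1 as the only gene that fell. Of 12 such markers, 5 entries were measured, 3 rose and 2 fell (the same when adjusted over the list alone, camera adjusted p = 0.688, adjusted p = 0.764 with an estimated correlation, range 0.413 to 0.867 over the other camera settings and 0.378 from fry), where the median log2 fold change was 0.62 and the test pointed down. Alas2, an enzyme of heme synthesis, rose by 1.1 (standard error 0.248, edgeR adjusted p = 0.00189), with groups that overlapped, and Ank1, which encodes erythroid ankyrin, had -1.36 (standard error 0.229, edgeR adjusted p = 8.99e-05). The other entry that fell is Ank1 written with Mir486 (-1.49). Both begin at the same position and so share linear counts. Over all genes, with 1 junction per gene name chosen by its total linear count, 1793 of 6956 gene names passed the test, 904 higher and 889 lower at 4-h post-hCG. Over all circRNA, whose linear counts overlap within a gene, 9865 of 40108 passed, 4955 higher and 4910 lower. The groups did not overlap for 2865 of the 6956 gene names and 16270 of the 40108 circRNA, where chance gives 10%. Without TMM factors, the median log2 fold change over genes moved from -0.01 to -0.21, and 626 of 2167 gene names that passed were higher (28.9%, against 50.4% with TMM factors). Per circRNA, 3450 of 11450 were then higher (30.1%, against 50.2%), at a median of -0.18.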

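Genes of ovulation and cumulus expansion were among those with the largest increases in linear RNA at 4-h post-hCG. Areg, an EGF-like ligand, went from 2 to 2241 linear counts over the 3 mice of a group, 1197-fold (95% interval 331 to 9887), Pgr, the progesterone receptor gene, from 2 to 1545, 825-fold (95% interval 228 to 6819), and Sult1e1, an estrogen sulfotransferase, from 1 to 2174, 2322-fold (95% interval 416 to 91748). Has2, which makes the hyaluronan of the cumulus matrix, had no count at 0-h and was at least 60.5-fold higher, and Tnfaip6, which links that matrix, rose by 9.22 (standard error 0.256, edgeR adjusted p = 3.25e-17). The osteogenic transcription factor gene Runx2 rose by 3.55 (standard error 0.229, edgeR adjusted p = 3.76e-11), the versicanase gene Adamts1 by 1.39 (standard error 0.157, edgeR adjusted p = 3.99e-07) and Hif1a by 1.16 (standard error 0.172, edgeR adjusted p = 1.94e-05). Vcan rose by 2.89 (standard error 0.172, edgeR adjusted p = 9.33e-12), with a highest count of 7140 where no linear count in the files reached 8000. Egfr and Ppara fell, with -0.61 (standard error 0.174, edgeR adjusted p = 0.0119) and -0.92 (standard error 0.340, edgeR adjusted p = 0.0473). Smad1 (0.57, edgeR adjusted p = 0.0581) had a fold change under 1.5. In all, 17 entries of 32 ovulatory and cumulus expansion genes were measured, 13 rose and 1 fell (the same when adjusted over the list alone, camera adjusted p = 1.92e-12, adjusted p = 0.0772 with an estimated correlation, range 5.30e-13 to 0.0772 over the other camera settings and 1.70e-05 from fry), and the list shares genes with those the paper selected. Of 22 genes of steroid hormone synthesis, 10 were measured, 4 rose and 2 fell (the same when adjusted over the list alone, camera adjusted p = 0.497, adjusted p = 0.522 with an estimated correlation, range 0.327 to 0.721 over the other camera settings and 0.00830 from fry). Fdx1, which passes electrons to Cyp11a1, rose by 3.26 (standard error 0.190, edgeR adjusted p = 7.03e-12), and Cyp11a1, the first enzyme of steroid synthesis, by 0.98 (standard error 0.243, edgeR adjusted p = 0.00430). Hsd17b1, which makes estradiol from estrone, had -1.48 and Cyp19a1, the aromatase gene, -0.97, while Hsd17b12, a paralog with a role in fatty acid elongation, rose by 1.03 (edgeR adjusted p = 4.01e-07, 2.87e-05 and 6.72e-05).

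**Figure D3:**
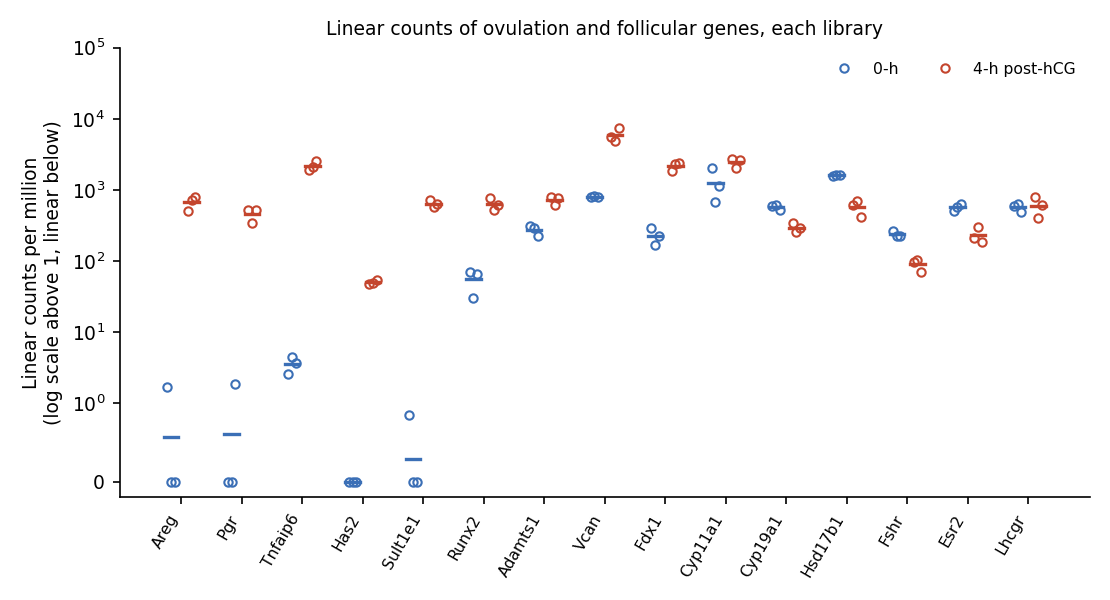
Normalized linear CPM of 15 genes in each of the 3 mice at 0-h and the 3 at 4-h post-hCG, on a logarithmic y axis. Areg, Pgr, Sult1e1, Has2 and Tnfaip6 lie near the bottom of the axis at 0-h and well above it at 4-h post-hCG, while Cyp19a1, Hsd17b1, Fshr and Esr2 lie lower at 4-h post-hCG.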

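Of 28 follicular phase genes of FSH and estradiol, 23 entries were measured, 9 fell, 3 rose and 11 were not called (the same when adjusted over the list alone, camera adjusted p = 0.00454, adjusted p = 0.256 with an estimated correlation, range 0.00254 to 0.256 over the other camera settings and 0.00389 from fry). Fshr, the FSH receptor gene, had a log2 fold change of -1.38 (standard error 0.175, edgeR adjusted p = 2.22e-06), and Esr2, the estrogen receptor beta gene, -1.30 (standard error 0.171, edgeR adjusted p = 3.88e-06). Igf1r, the IGF1 receptor gene, rose by 1.49 (standard error 0.162, edgeR adjusted p = 2.29e-07). Lhcgr had 0.07 (standard error 0.188, edgeR adjusted p = 0.813) with groups that overlapped, and -0.14 without TMM factors. Of 15 granulosa cell markers, 9 entries were measured, 2 rose and 5 fell (the same when adjusted over the list alone, camera adjusted p = 0.0365, adjusted p = 0.324 with an estimated correlation, range 0.0293 to 0.324 over the other camera settings and 0.00599 from fry), and Fst, which encodes follistatin, had 0.24 (edgeR adjusted p = 0.209). Esr2 stood alone and with Gm7862 as separate entries, and both fell. Fshr, Esr2 and Hsd17b1, among others, are in both lists. Red blood cell markers, given with the changes of all linear RNA, moved in both directions over the same comparison, with Ank1 as the only gene that fell. No junction of Ereg, Ptx3, Edn2, Snap25, Sfrp4, Il6 or Star was tested. The linear counts tested here are those deposited for circRNA junctions, so a gene with no circRNA has none.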

Further to the previous literature, we selected some of the LH-induced and ovulation-related genes (i.e., Runx2, Egfr, Areg, Ereg, Pgr, Pge2, Ptx3, Hif, Tnfaip6, Sult1e1, Edn2, Snap25, Adamts1, Smad1, Has2, Vscn, Strp4, Il6, Edn2, Pparα, Cyp11a1, Cyp19a1, Star, Lhcgr, and Fshr [22,23,24,25]) and screened these genes from the miRNA-targeted LH-induced genes; we determined Runx2, Egfr, Areg, Sult1el, Cyp19a1, Cyp11a1, and Hsd17b1 (Figure 6).

## 3. Discussion

Mural granulosa cells contained large numbers of circRNA isoforms originating from a large number of (+7000) genes, and when further curated based on at least 100 counts per million, this number of circRNA still remained at a robust level. 

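By read number, the Ezh2 circRNA had 2.28 back-splice reads per linear count at 0-h and 2.43 at 4-h post-hCG, and the Lnp circRNA 1.78 and 1.1. For the abundant circRNA of Aff3 and of Usp3 they were 1.1 and 1.02, and 0.679 and 0.599. The median abundant circRNA had 0.134 back-splice reads per linear count over the 6 libraries. Linear counts behave as a sum over both ends of a junction, so these values are not ratios of molecules. In the authors' deposited table, linear columns are divided by a size factor 12.0 to 14.8 times that of the circular column of the same library. On the joint scale, 48.3% of the abundant circRNA had a ratio of 1 or more at 0-h and 49.1% at 4-h post-hCG. By library, the share was 48.9%, 47.2% and 48.3% in the 3 mice at 0-h (SD 0.851) and 48.1%, 47.8% and 47.6% in the 3 mice at 4-h post-hCG (SD 0.276).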

When mural granulosa cell circRNA were compared to their corresponding linear mRNA form, over 50% were found to exhibit levels exceeding that of the linear form. One might interpret this as evidence that circRNA are critical players in post-transcriptional gene regulation. However, it is also important to recognize that circularized RNA molecules are more resistant to exonucleases, and thus their presence alone could simply be a result of stochastic RNA synthesis and degradation pathways. In addition, we determined that the LH surge elicited a rapid change (within 4-h) in the abundance of a small number of RNA transcripts, most of which increased. 

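At the same 1658 junctions, 20 circRNA and 336 linear counts passed the test between 0-h and 4-h post-hCG. Of 19 abundant circRNA of extracellular matrix and protease genes, 3 rose (Vcan, Chst15 and Pcsk5), and 5 and 7 were called with the 12 columns in edgeR and in DESeq2. Of 9 from ovulatory and cumulus expansion genes, 1 rose (Vcan), and DESeq2 on the 12 columns called 3. Of 3 from the list of cholesterol synthesis and uptake, 1 rose, that of Abca1, which exports cholesterol. Among the 21 circRNA of follicular phase genes and the 29 of cell cycle genes, edgeR and DESeq2 each called 0, and 1 of each group had an unadjusted p under 0.05 from edgeR. Among the 13 of the EGF receptor and ERK pathway and the 13 of TGF-beta and BMP signalling, edgeR and DESeq2 each called 0, with 0 at an unadjusted p under 0.05. In a simulation on the same circRNA with known changes, edgeR recovered 81% of changes of 4-fold and 27% of changes of 2-fold (100 circRNA each), and 9.24% of its calls were false. Every circRNA was simulated with the same preset spread, not estimated from these data, so these rates do not measure the power reached here.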

Subsequent bioinformatic analyses of these selected circRNA indicated that they had the ability to bind to a small number of enriched proteins and miRNA partners related to processes well known to be critical in the growth/development and maturation of the ovarian follicle [22,23,24,25,26,27,28,29,30,31,32,33,34,35,36,37,38,39,40]. These initial studies open up a new area of scientific investigation regarding understanding the molecular mechanisms underlying the ovulatory gonadotropin-induced ovarian surge, which might ultimately help us understand human fertility and infertility.

circRNA molecules have many modalities through which they might modify cellular function [5,6,7,8,9,10]. While the most prominently discussed in the literature is clearly the ability to sponge miRNA [8], this ability relies on the presence of multiple binding sites for a specific miRNA in order that a single circRNA could bind sufficient miRNA to elicit a biological effect. In our study, 10 out of 54 differentially expressed circRNA had ≥ three potential miRNA binding sites for any one specific miRNA. Similarly, the ability to sponge proteins is a common mechanism associated with circRNA activity; our studies detected that a relatively small number of proteins, mostly RBPs, were associated with the LH-regulated circRNA. Changes in the expression of these RBPs’ access to linear RNA forms could easily elicit profound effects on cellular behavior. Interestingly, the linear isoforms of the LH-regulated circRNA impacted cellular pathways related to EGFR, VCAN, miR-144, and forskolin (cyclic AMP signaling pathway). The EGFR signaling pathway is known to be critical in cumulus expansion and a facilitator of ovulation [26]. Versican (VCAN) is expressed in mural granulosa cells and is a component of the extracellular matrix and serves in ovulation by remodeling the matrixes [41]. miR-144 regulates mural granulosa cell apoptosis through the CP2/miR-144/COX-2/PGE2/ovulation pathway in mGCs [27]. Lastly, the cAMP (forskolin) pathway is the well-established primary cell signaling pathway through which LH/hCG mediates its actions upon the binding of the LH receptor [28,42]. LH-induced circRNA with circRNA counts were higher than that of linear counts, found through a comparative analysis with corresponding linear RNA; i.e., Rnf180, Crim1, Slc7a11, Vcan, Ano4, Slc7a8, Gm20459, Palm2, Ywhae, and Emg1.

The functional relevance of all LH-induced circRNA was determined through circinteractorme studies. This resulted in a list of RBPs and interacting miRNAs. The RBPs identified have known roles in ovarian physiology; for instance, AGO2 is essential for early embryonic development; i.e., the destruction of oocyte transcripts and the activation of zygotic transcripts [29]. IGFBP1 expressed in granulosa cells is known to be involved in follicular growth and ovulation [30]. ELF4A3 is a component of the exon junction complex and is associated with mRNA exportation, cytoplasmic localization, and non-sense-mediated decay [43]. HUR binds to AU-rich regions of mRNA and stabilizes the mRNA [31]; HUR is reported to be essential for embryonic and extra-embryonic development [32]. Polypyrimidine tract-binding protein PTB or hnRNP I is expressed in the oocytes, granulosa cells, and stroma cells [33], and is involved in splicing, RNA stability, and localization [34]. FMNRP is expressed in granulosa cells and oocytes [35] and permutations in the *Fmr1* (gene coding FMNRP) lead to sub-fertility in female mice [35]. FMNRP binds mRNA and regulates protein synthesis through ribosomes [36]. DGCR8 is involved in miRNA biogenesis; a loss of DGCR8 in *C. elegans* leads to a failure to ovulate and infertility [37]. An overexpression of LIN28A in cultured human granulosa cells decreases estrogen levels, ATP content, and causes mitochondrial dysfunction [38]. IGF2BP1 regulates GCs viability, cell cycle, and cell proliferation through the m6A-dependent mRNA stability of the MDM2 gene [39]. IGF2BP2 regulates the transcription and alternate splicing of genes involved in follicular development, such as MBD3, FN1, TFDP1, and MKNK2 [40]. In total, the identified RBPs associated with the identified mural granulosa cell circRNA have a robust and well-established role in ovarian physiology.

The functional relevance of all miRNA interacting with LH-induced circRNA was determined by microRNA filter analysis. A network of miRNA and their target mRNA was identified. This list was compared with LH-induced genes identified from our studies and previous reports on granulosa cell differentiation, cumulus expansion, and ovulation [22,23,24,25]. Thus, we found CircMast4(Gm6211)/hsa-miR-323-3p/EGFR, CircMast4(Gm6211)/hsa-miR-155/HSD17B12, CircMast4(Gm6211)/hsa-miR-155/SMAD1, CircMast4(Gm6211)/hsa-miR-361-3p/CYP19A1, CircMast4(Gm6211)/hsa-miR-377/AREG, CircMast4(Gm6211)/hsa-miR-877/SULT1E1, CircVcan/hsa-miR-326/FSHR, CircMllt10/hsa-miR-647/RUNX2, CircKif24/hsa-miR-296-5p/CYP11A1, and CircMllt10/hsa-miR-647/RUNX2. Runx2, Sult1e1, Cyp19a1, Cyp11a1, and HSD17B12 play roles in steroidogenesis [22,23,25], Runx2 and Areg regulate cumulus expansion [22,24], Smad1 regulates luteinization [22], FSHR is a key receptor in FSH signaling that leads to ovarian follicular development [44]. Thus, LH-regulated circRNA regulates the expression of key genes involved in steroidogenesis, cumulus expansion, ovarian follicular development, and luteinization through miRNA sponging.

In conclusion, this work identified a small number of circRNA transcripts that were altered by the LH surge; with the linear forms of some of these genes having clear and established roles in ovarian function. Whether the biogenesis of the circRNA observed here is important for the subsequent actions by the circRNA, through a sponging mechanism or other mechanisms, or whether the biogenesis of the circRNA was merely to reduce expression of linear isoform, remains to be evaluated. The circRNA identified in this experiment provide a foundation for these future functional studies, which will ultimately address the importance of this unique form of RNA in the ovulatory process.

## 4. Materials and Methods

### 4.1. Animals

All procedures involving animals were reviewed and approved by the Institutional Animal Care and Use Committee at the University of Kansas Medical Center and were performed in accordance with the Guiding Principles for the Care and Use of Laboratory Animals. Experiments were performed on wild-type female mice. Mice were maintained in a humidity and temperature-controlled environment with a 14-h light, 10-h dark cycle (7 am to 9 pm) with ad libitum access to food and water; 21-day-old mice were given an intraperitoneal (i.p.) injection of 5 IU of equine chorionic gonadotropin (eCG; Calbiochem, San Diego, CA, USAfollowed by 5 IU of human chorionic gonadotropin (hCG) 46–48 h later. Mice were euthanized at 46-h after eCG alone (0-h), or following eCG + 4-h post-hCG administration. Ovaries and oviducts were collected by dissection distal to the uterotubal junction to ensure the complete removal of the oviduct without any disruption of the ovary.

### 4.2. Isolation of RNA from Mural Granulosa Cells

Ovaries from three wild-type mice euthanized at 0-h and three wild-type mice euthanized at 4-h were used for the isolation of mural granulosa cells. Studies on total transcriptome changes (either upregulation or downregulation) at different time points (0-h, 4-h, 12-h) after hCG showed that approximately 78% of total transcriptomic changes of either upregulation or downregulation occur at 4-h [45]. That is the reason why we focused on the 4-h post-hCG time point in our study, using the 0-h as the control. Ovaries were dissected free of the ovarian bursa and then rinsed in sterile dPBS to remove blood and tissue debris. Ovaries were then placed in dishes of Embryo Max FHM Hepes buffered media with 4 mg/mL BSA. Preovulatory follicles, having defined cumulus granulosa cell layer [46], were visualized under a Nikon SMZ1000 with a Nikon NI-150 high-intensity illuminator (Sanford, NC, USA) and were individually punctured with insulin syringes (28-gauge) to allow for the expulsion of mural granulosa cells (mGC) and cumulus oocyte complexes. Smaller follicles were left with the remaining ovarian tissue, which was removed from the dish before naked oocytes and cumulus oocyte complexes were removed and discarded. Mural GCs and the surrounding media were then collected, placed into a 1.5 mL Eppendorf tube, and gently pelleted at 800× *g*; excess media was aspirated using a pipette and 500 µL of TRI Reagent (Invitrogen, Carlsbad, CA, USA) was applied to the cell pellet. Solubilized cell pellets were frozen at −80 °C overnight followed by the completion of the manufacturer’s RNA extraction protocol (Invitrogen, Carlsbad, CA, USA).

### 4.3. RNA Sequencing and circRNA Expression Analyses

The extracted total RNA was subjected to RNA quality analysis using an Agilent 2100 Bioanalyzer (Santa Clara, CA, USA) and samples with RIN values over 9 were selected for RNA sequencing analyses. RNA sequencing was performed on mGCs collected after only eCG injection (0-h) and 4-h post-hCG (n = 3 for each sample). Total stranded RNA sequencing was performed at a 100-cycle paired-end resolution. Samples were analyzed in biological triplicates. Sequencing generated between 58.3 and 78.7 million reads per sample. The read quality was assessed using FastQC software (v0.11.7) [47] and cleaned using cutadapt software (v1.14) [48]. On average, the per sequence quality score measured in the Phred quality scale was above 30 for all the samples. Circular RNA were obtained using the CIRCexplorer analysis toolset (v1.1.7) [49] with recommended settings. The reads were mapped to the mouse genome (Mus musculus GRCm38) using the splice junction mapper, TopHat, and TopHat-Fusion (v2.1.0) [50] using default parameters. Expression normalization and differential expression calculations were performed using the edgeR software (v3.12.1) [51] to identify statistically significant differentially expressed circRNA. The workflow for circRNA expression analysis is given in Supplementary Figure S4. A more detailed description of the CIRCexplorer part can be found here: https://circexplorer2.readthedocs.io/en/latest/tutorial/pipeline (accessed on 3 October 2018)

### 4.4. Pathway Analyses

The resultant differentially expressed circular RNA native genes from these groups were subjected to Ingenuity Pathway Analyses to determine the functional pathways in which the native genes are involved. Differentially expressed circRNA compared with their linear mRNA form in the 0-h and 4-h groups (Supplementary Table S2) were subjected to IPA analysis, mainly disease and functions and upstream analysis. Similarly, differentially expressed circRNAs between the 0-h and 4-h groups (Supplementary Table S2) were subjected to IPA analysis, mainly disease and function and upstream analysis.

### 4.5. miRNA and Protein Interaction Prediction

All LH-induced circular RNA (circRNA 4-h vs. 0-h) were subjected to circinteractme analysis (https://circinteractome.nia.nih.gov/ accessed on 25 May 2023) to predict the interacting proteins and miRNA. Circinteractome is a human database, so initially, we compared the circRNA sequence from our data with human circRNA via BLAST (https://blast.ncbi.nlm.nih.gov accessed on 26 May 2023). Based on the matching and the region of the matching sequence, the miRNA and proteins were identified. Out of 54 circRNA, we found 47 circRNA had matching human circRNA (Supplementary Table S3). The miRNA identified from this study were subjected to “micro-RNA target filter analysis” in IPA (IPA; Qiagen Bioinformatics accessed on 05.28.2023). The resultant target mRNAs were compared to LH-induced mRNAs from Supplementary Table S4, which provided a list of miRNA that target LH-induced genes. Furthermore, we scanned this list for some marker genes involved in granulosa cell differentiation, cumulus expansion, and ovulation.

### 4.6. Statistics

Three biological replicates were used for each group (0-h and 4-h) for RNA sequencing. Regarding RNA sequencing data, edgeR software [51] was used to identify statistically significant differentially expressed circRNAs. Significance *p*-values were adjusted for multiple hypotheses testing using the Benjamini and Hochberg method [52], establishing a false discovery rate (FDR) for each circRNA.

## Figures and Tables

**Figure 1:**
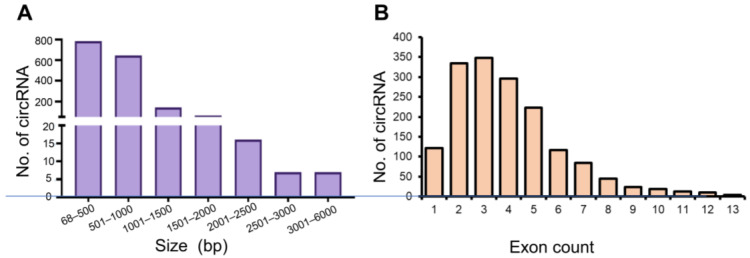
Distribution of the abundant circRNA based on size (**A**) and exon count (**B**) within periovulatory mural granulosa cells from mice treated with eCG alone (for 46 h) and eCG + hCG for 4-h.

**Figure 2:**
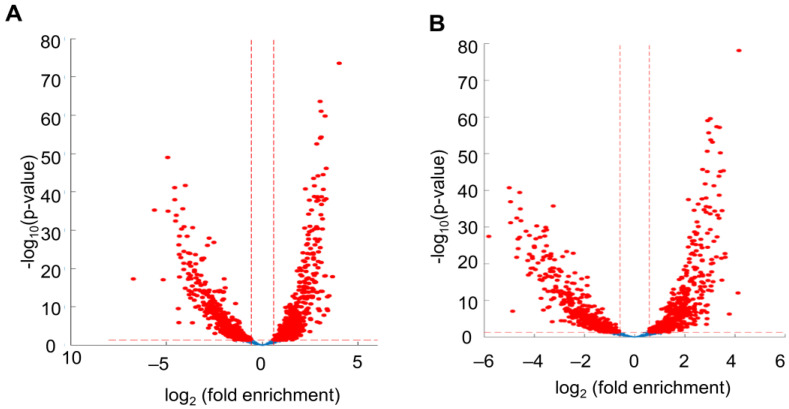
Volcano plots show circRNA compared to their corresponding linear RNA isoforms in mural granulosa cells before and after the LH/hCG surge. (**A**) Volcano plot showing circRNA versus linear RNA with log2FC in X-axis and log 10 *p* Values in Y-axis in 0-h mural GCs. (**B**) Volcano plot showing circRNA versus linear RNA with log2FC in X-axis and log 10 *p* values in Y-axis in 4-h mural GCs.

**Figure 3:**
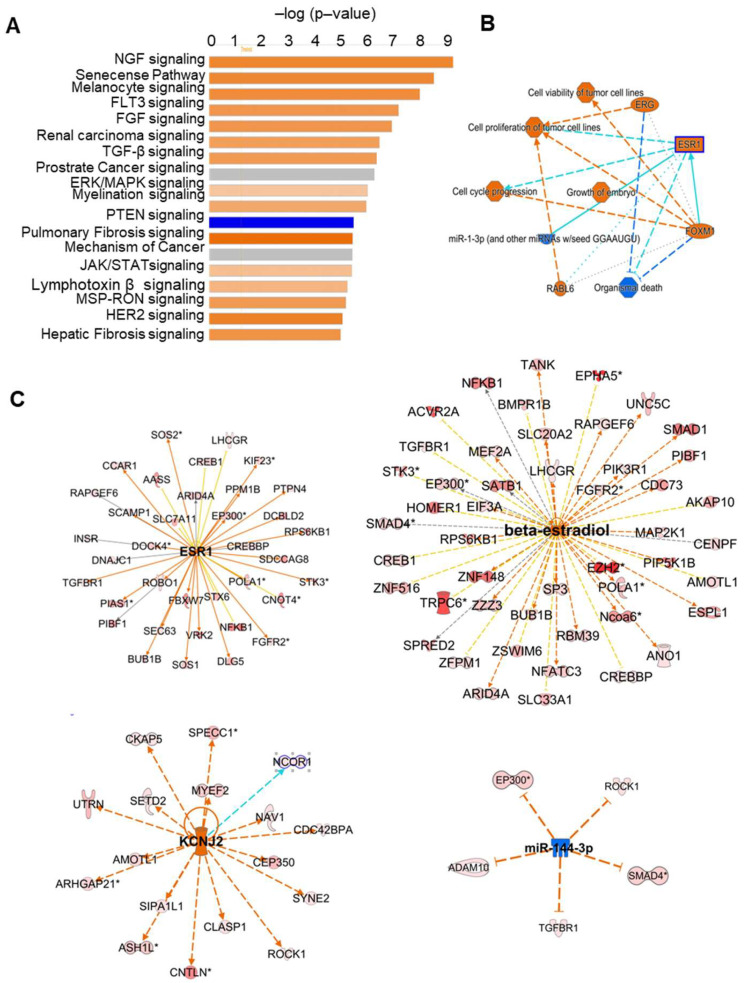
IPA analysis of highly expressed circRNA transcripts compared to their corresponding linear isoforms in 0-h mural granulosa cells. (**A**) IPA analysis of abundant circRNA in 0 h mural GCs showed different pathways such as the NGF, FLT3, FGF, TGF-β, ERK/MAPK, PTEN, and JAK/STAT signaling pathways. (**B**) A graphical summary of IPA analysis showed cell cycle progression, cell proliferation, growth of the embryo, miR-1-3p pathway, ESR1 signaling, ERG signaling, etc., as the main mechanisms where the identified circRNAs (their native genes) are involved. (**C**) Upstream IPA analysis of the highly abundant circRNA compared to their linear RNA isoforms in 0-h group GCs showed higher levels of multiple circRNA, the genes of which are linked to the downstream signaling of ESR1, estrogen (beta-estradiol and ESR1), KCNJ2, and miR144 pathways. * represents duplicates, multiple identifiers in the data set matches to a single gene (multiple circular RNA from a single gene).

**Figure 4:**
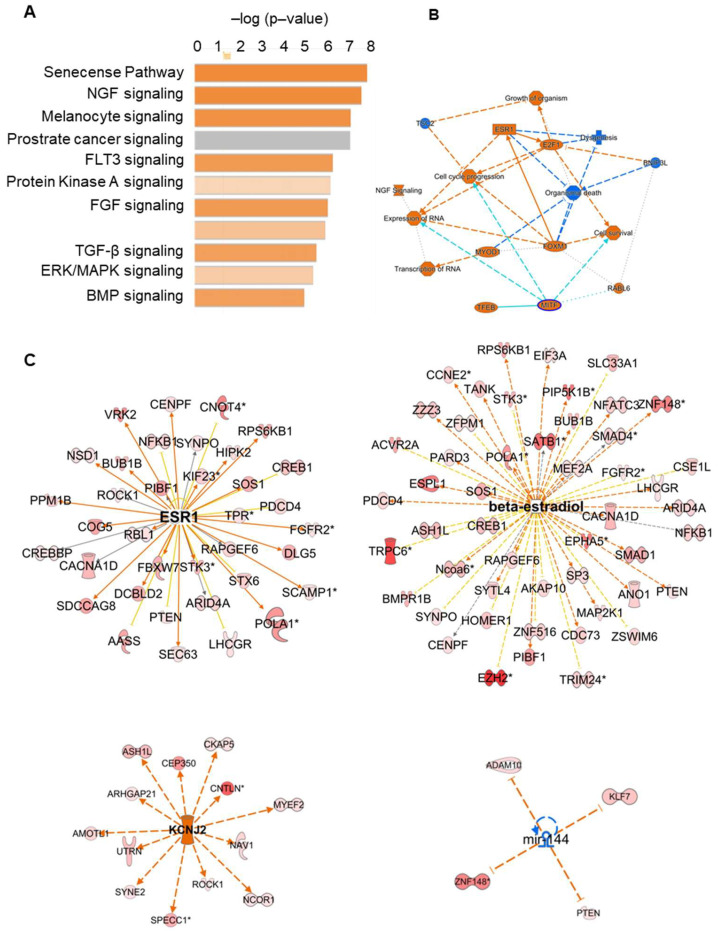
IPA analysis of highly expressed circRNA transcripts compared to their corresponding linear isoforms in 4-h mural granulosa cells. (**A**) IPA analysis of abundant circRNA in 4-h mural GCs showed different pathways, such as the NGF, FLT3, FGF, TGF-β, ERK/MAPK, Protein Kinase A, and BMP signaling pathways. (**B**) Graphical summary of IPA analysis showed cell cycle progression, cell proliferation, miR-1-3p path way, expression and transcription of RNA, ESR1 signaling, etc., as the main mechanisms where the identified circRNAs (their native genes) are involved. (**C**) Upstream IPA analysis of the highly abundant circRNA compared to their linear RNA isoforms in the 4-h group GCs showed higher levels of multiple circRNA, the genes of which are linked to the downstream signaling of the ESR1, estrogen (beta-estradiol and ESR1), KCNJ2, and miR-144 pathways. * represents duplicates, multiple identifiers in the data set matches to a single gene (multiple circular RNA from a single gene).

**Figure 5:**
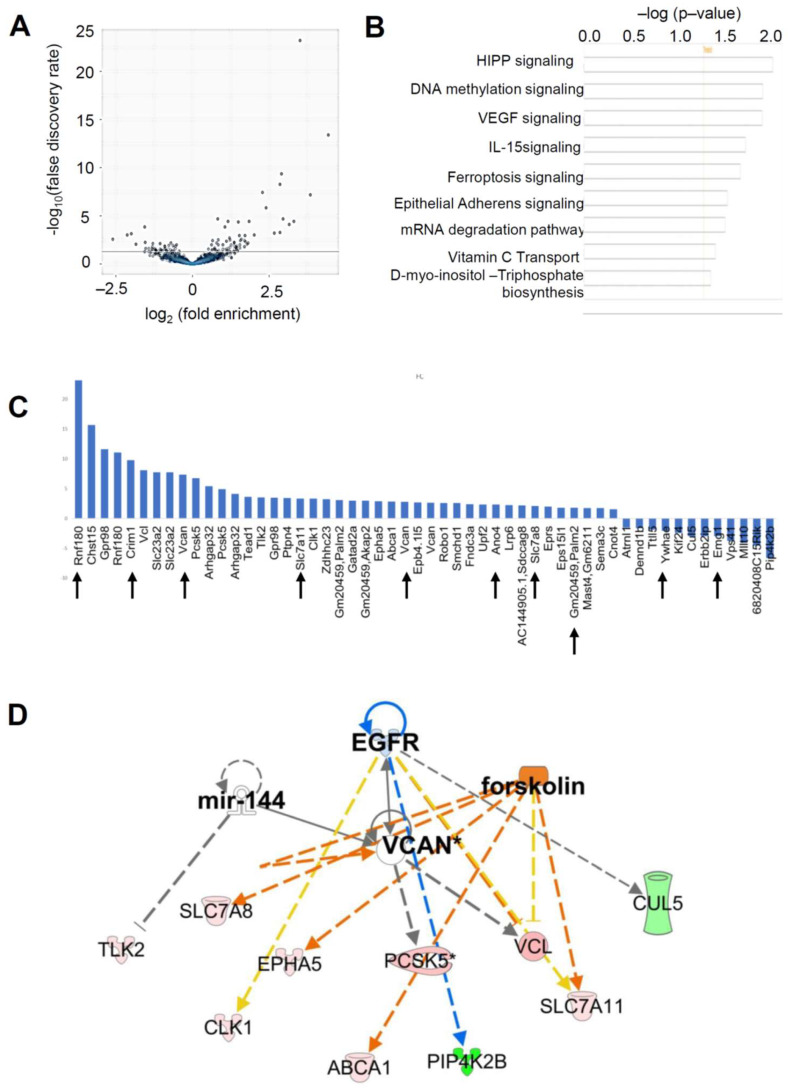
LH (hCG)-regulated circRNA transcripts in mural granulosa cells. (**A**) Volcano plot showing differentially expressed circRNA transcripts only between eCG (0-h) and eCG + 4-h post-hCG in mural GCs. (**B**) IPA analysis of differentially expressed circRNAs with their native gene names between the 0-h and 4-h groups identified different signaling pathways, such as HIPPO signaling, DNA methylation signaling, VEGF signaling, IL-15 signaling, Ferroptosis signaling, Epithelial adherens signaling, mRNA degradation signaling, Vitamin C transport, and D-myo-inositol-Triphosphate biosynthessis signaling pathways. (**C**) Up- and downregulated (FDR ≤ 0.1) circRNA transcripts in mural GCs before and after the LH/hCG surge. circRNA 4-h /linearRNA 4-h vs. circRNA 0-h/linearRNA 0-h was compared with LH-induced circRNA (circRNA 4-h vs. circRNA 0-h) to identify the LH-induced circRNA with circRNA count more than that of the linear count, which are shown with arrow marks. (**D**) Upstream IPA analysis of differentially expressed circRNA between 0-h and 4-h mural GCs showed the upregulation of different circRNA involved in the downstream signaling of the EGFR, miR-144, VCAN, and forskolin pathways. * represents duplicates, multiple identifiers in the data set matches to a single gene (multiple circular RNA from a single gene).

**Figure 6:**
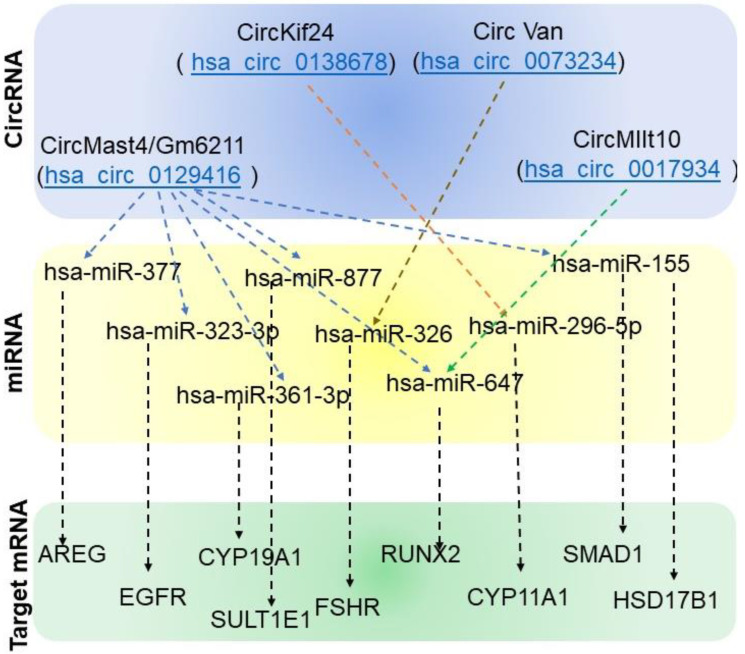
Mouse circRNA (corresponding human circRNA)-miRNA-target mRNA of crucial genes involved in LH-induced periovulatory follicular development. MicroRNA identified from the circinteractome studies identified eight miRNA and nine target mRNAs.

**Table 1:** Table showing list of mice circRNA identified from our studies their corresponding human circular RNA, target miRNAs and interacting proteins as determined from circinteractome anlaysis (https://circinteractome.nia.nih.gov/). This table was further refined with miRNAs and proteins having circRNA binding sites greater than or equal to 3. Note: numbers within the parenthesis indicate the no. of binding sites.

**Gene**	**circRNA Chromosomal Region**	**Corresponding Human circRNA**	**circRNA Interacting Factors**	
			**miRNA**	**Protein**
**Gpr98**	**13:81270744-81283472**	hsa_circ_0073295	hsa-miR:1252 (7); 197 (7)	FUS (6); HuR (15); IGF2BP1 (3); IGF2BP2 (6); IGF2BP3 (6); LIN28A (12).
Crim1	17:78344350-78355177	hsa_circ_0002938		AGO2 (11); EIF4A3 (8); PTB (3).
Slc23a2	2:132089096-132094240	hsa_circ_0059360		AGO2 (3); EIF4A3 (28); FMRP (3); PTB (8).
Vcan	13:89721567-89731534	hsa_circ_0073234	hsa-miR: 326 (3); 330-5p (3); 431 (3); 494 (3); 587 (7); 622 (4); 640 (5); 767-3p (4).	AGO1 (3); CAPRIN1 (3); DGCR8 (5); EWSR1 (6); FMRP (71); FUS (8); HuR (43); IGF2BP1 (41); IGF2BP2 (38); IGF2BP3 (43); LIN28A (33); METTL3 (1); ZC3H7B (6).
Ano4	10:89016075-89035181	hsa_circ_0027873		EIF4A3 (11).
Chst15	7:132262683-132271001	hsa_circ_0000264		AGO2 (6); EIF4A3 (12); FMRP (3); IGF2BP1 (3); PTB (5).
Vcl	14:20982574-20987118			EIF4A3 (3); FMRP (7); LIN28A (3); PTB (3).
Tlk2	11:105240361-105241661	hsa_circ_0008371		EIF4A3 (3).
Ptpn4	1:119715947-119773271	hsa_circ_0117171	hsa-miR: 197 (3); 532-3p (3).	AGO2 (5); EIF4A3 (7).
Slc7a11	3:50417988-50438915	hsa_circ_0070981		AGO2 (4); EIF4A3 (9); FUS (4); HuR (9); PTB (4).
Clk1	1:58417013-58417383	hsa_circ_0057725		AGO2 (6); EIF4A3 (7).
Zdhhc23	16:43973468-43974166	hsa_circ_0066837		EIF4A3 (16).
Gm20459,Palm2	4:57638010-57648120	hsa_circ_0137684		AGO1 (7); AGO2 (30); DGCR8 (10); EIF4A3 (51); EWSR1 (4); FMRP (95); FXR2 (3); HuR (50); IGF2BP1 (20); IGF2BP2 (19); IGF2BP3 (25); LIN28A (6); LIN28B (5); PTB (4).
Abca1	4:53127597-53133015	hsa_circ_0005443		EIF4A3 (3).
Robo1	16:72742126-72742452	hsa_circ_0004788		AGO2 (4); DGCR8 (3); PTB (3).
Smchd1	17:71436706-71448846	hsa_circ_0046712	hsa-miR:1183 (3); 1243 (3); 1245 (1); 1248 (4); 1305 (4); 331-5p (3); 513a-3p (5); 607 (5).	AGO2 (26); EIF4A3 (80); EWSR1 (8); FMRP (8); HuR (10); IGF2BP3 (4); LIN28A (3).
Lrp6	6:134541652-134542045	hsa_circ_0000378		EIF4A3 (5); FMRP (4).
Eprs	1:185386246-185397267	hsa_circ_0007739		AGO2 (6); FMRP (5); HuR (3).
Eps15l1	8:72367904-72380306	hsa_circ_0049885	hsa-miR:1231 (3).	FMRP (3).
		hsa_circ_0137685		EIF4A312 (12).
Mast4,Gm6211	13:103140163-103171556	hsa_circ_0129416	hsa-miR:1178 (3); 1236 (3); 1243 (3); 1245 (3); 1256 (4); 1270 (5); 1299 (3); 1324 (4); 142-5p (4); 145 (3); 155 (3); 186 (6); 194 (5); 31 (4); 323-3p (3); 330-3p (3); 335 (4); 338-5p (4); 361-3p (3); 377 (3); 432 (5); 433 (3); 488 (4); 495 (3); 498 (3); 513a-3p (3); 516b (4); 532-3p (3); 545 (5); 548b-3p (6); 548c-3p (7); 548p (7); 549 (4); 555 (3); 556-3p (3); 569 (3); 576-5p (5); 578 (5); 580 (3); 587 (3); 605 (4); 607 (4); 620 (5); 623 (5); 633 (3); 646 (3); 649 (4); 668 (3); 877 (3); 888 (3).	
Sema3c	5:17678312-17682083	hsa_circ_0003634	hsa-miR:503 (3).	AGO2 (7); IGF2BP3 (3); EIF4A3 (14); HuR (5); PTB (5).
Cnot4	6:35077981-35080226	hsa_circ_0003629		AGO2 (6); HuR (3).
Atrnl1	19:57751630-57777945	hsa_circ_0092760	hsa-miR:1238 (4); 409-3p (3); 515-5p (3); 518a-5p (3); 526b (3); 527 (3); 548p (5); 567 (3); 577 (4); 579 (6); 607 (7); 671-5p (3).	FUS (6); IGF2BP1 (3); IGF2BP2 (3); IGF2BP3 (7).
Dennd1b	1:139040000-139062971	hsa_circ_0006324	.	AGO2 (4); EIF4A3 (6).
Ttll5	12:85863564-85879475	hsa_circ_0032699		EIF4A3 (15); PTB (3).
Ywhae	11:75751881-75759428	hsa_circ_0041192		AGO1 (24); AGO2 (92); AGO3 (4); C22ORF28 (8); CAPRIN1 (8); DGCR8 (5); EIF4A3 (20); FMRP (20); FUS (8); HuR (16); IGF2BP1 (16); IGF2BP2 (16); IGF2BP3 (11); LIN28A (11); LIN28B (6); METTL3 (2); MOV10 (3); PTB (8); SFRS1 (12); TIA1 (3); TIAL1 (4); TNRC6 (1); U2AF65 (3); ZC3H7B (10).
Kif24	4:41400437-41414999	hsa_circ_0138678	hsa-miR: 1825 (3); hsa-miR-640 (3); hsa-miR-647 (3); hsa-miR-942 (3).	EIF4A3 (12); PTB (4).
Cul5	9:53642518-53642826	hsa_circ_0024169		EIF4A3 (11).
Erbb2ip	13:103866649-103889285	hsa_circ_0001492		EIF4A3 (3).
Emg1	6:124705158-124705656	hsa_circ_0025313		AGO2 (9); EIF4A3 (10); FMRP (7); HuR (8); LIN28A (3).
Vps41	13:18810432-18814293	hsa_circ_0002808		EIF4A3 (6).
Mllt10	2:18122245-18126229	hsa_circ_0017934	hsa-miR:1200 (4); 494 (3); 604 (3); 647 (3).	AGO2 (7); EIF4A3 (25); HuR (8); IGF2BP2 (4); IGF2BP3 (4).
Pip4k2b	11:97726705-97732755	hsa_circ_0043379		EIF4A3 (8); FMRP (4); HuR (5).

## Data Availability

All RNA seq files were submitted to Geo database (GSM7666417-GSM7666422).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241713078/s1.

How the deposited data were processed for this re-analysis (not part of the article)

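RNA from the mural granulosa cells of 6 mice was sequenced, 3 at 0-h and 3 at 4-h post-hCG, with 1 library per mouse. The condition of each library was taken from the sample labels and the paper, and no library was left out. By the methods of the paper, total stranded RNA was sequenced as 100-cycle paired ends, and the authors checked reads with FastQC, trimmed them with cutadapt, mapped them to GRCm38 with TopHat and TopHat-Fusion and found back splices with CIRCexplorer. The same build is named in the submitters' processing notes.

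The authors deposited a table of raw counts with 316626 back-splice junctions, of which 42381 are typed circRNA, 1736 are typed ciRNA (intronic) and 272509 (86.1%) have no type. For each junction it gives the back-splice reads and a linear count in each of the 6 libraries. The linear counts behave as a sum of what was counted at the 2 ends of a junction: in all 6969 sets of 4 junctions that share 2 starts and 2 ends, they were additive within a tolerance of 2 counts. Among the circRNA, 36 sets of coordinates are repeated and 37 junctions have no gene name. A second table of the authors repeats these counts for the 42381 circRNA and adds a signal, which is each count divided by 1 size factor per column, with the circular and linear columns scaled together by the median of ratios of DESeq2 as its header says. The authors' signed fold changes (a score, negative where lower), p-values and FDR for 5 comparisons stand in the same table, and the methods of the paper name edgeR for them. The deposited signal was used for the size factors only, and the authors' fold changes and p-values for 1 alternative only. The 12 columns per sample of regularized log values were not used.

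Back-splice reads over all junctions came to 158325 to 194450 per library at 0-h (median 193289) and to 141778 to 186630 at 4-h post-hCG (median 162883). Junctions that name no gene held 15.6% to 18.9% of them and were kept out of library sizes and tests, so that the library size of the circular counts was 119094 to 163145 reads. The plan made before the data were examined named all junctions here. It also named 100 CPM in at least 3 libraries with CPM over all junctions of the raw table for the abundant circRNA. The part of Table S2 held here (1289 to 1302 values for each of 4 libraries) implies CPM over the circRNA alone, which gives the 1658 abundant circRNA that the plan also named, so this total was used in place of the one written, a choice made after seeing the data. Both totals were run. Tables S1, S4 and S5 are held here only in part and gave no set test.

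Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors and Benjamini-Hochberg adjustment, and called at an adjusted p of at most 0.1 and a fold change of at least 1.5 either way. Circular counts were compared between the time points over the 6 circular columns of the abundant circRNA. Linear counts were compared over the 6 linear columns, once per circRNA and once per gene name, with the junction of the highest total linear count standing for the gene and a filter on low counts (filterByExpr). Circular and linear counts were compared over all 12 columns in 4 groups scaled together, and the change of their ratio is the interaction in that model. The circular and linear columns of a mouse were treated as separate samples there, and the mouse as a block was an alternative. Standard errors were taken from the log2 fold change and the F statistic. Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01) where at least 5 members were measured. As an alternative they were tested with fry, which tests whether the genes of a list move one way on balance and does not compare them with other genes. There were 21 lists, fixed before the data were examined. Measured and called members are entries of gene names as the files write them, so that a gene can stand in several entries. All tests were two-sided. DESeq2 1.42.0 was an alternative. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

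The genes named were chosen by a rule. For circRNA between the time points, it takes the 8 largest increases and the 8 largest decreases among the called ones with groups that do not overlap. For linear RNA it takes the 10 largest each way, and for the ratios the 5 largest each way. It adds the 5 circRNA with the highest mean CPM, the genes the paper names, and from each list 2 to 4 called members and up to 2 not called. The values of some genes that the rule takes are not reported here. Values of part of Tables S1, S2 and S5 had been seen when the rule was written, and which not called members are named was chosen after their values were seen. Folds against a group with no count used a floor of 3 counts over the group. The scripts were tested on simulated counts with 100 changed items of each size. The same preset spread was used for every item, circular or linear, and was not estimated from these data. The rates hold for that spread only. DESeq2 on 1658 circRNA recovered 70% of changes of 4-fold and 20% of changes of 2-fold, with 3.23% of calls false. The linear fit of edgeR over 6956 gene names recovered 92% and 17% (6.84% false), and the fit of the ratio over 1658 circRNA 53% and 8% (8.96% false). The alternatives numbered 61 set at the start and 19 added after seeing the data, and each mouse was left out in turn. Pathway analysis and the prediction of miRNA and protein binding were not analysed here.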

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

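The tests of the joint scaling and of an upper limit in the linear counts, and the medians in mice held out, were chosen only after the result they bear on was seen, and the total for CPM that sets which circRNA are abundant after seeing the data.

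The change from 0-h to 4-h post-hCG differed between circular and linear counts, by the interaction term of edgeR, at 42 of 1658 abundant circRNA. The ratio fell most, in log2, for Slc7a11 (-4.02), Adamts9 from 92901375 (-3.14), Runx1 on chromosome 16 from 92644154 to 92668812 (-3.06, linear log2 fold change 4.26), Vcan from 89702918 to 89705797 (-3.01) and Gclc, an enzyme of glutathione synthesis, on chromosome 9 from 77775079 to 77779635 (-2.45, linear 2.88). It rose most for Crim1 (2.50), Zc3h4 (2.11), Epb4.1l5 on chromosome 1 from 119599005 to 119609286 (1.90), Ano4 (1.89) and Tenm4 from 96894653 (1.84). Of the 42 calls, 5 were made with each of the 6 mice left out in turn. Without 0-h replicate 1 those of Runx1, Ano4 and Vcan were lost, with log2 changes of -2.39, 1.61 and -2.54, that of Slc7a11 without 0-h replicate 3 and that of Gclc without 0-h replicate 2 (-3.15 and -1.95). The Epb4.1l5 circRNA was called in 2 of the 6 fits. The 10 ways of splitting the libraries are too few for a share under 0.05: 42 for the time points stands against a highest other count of 0, so that 1 of the 10 splits gave as many.

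Junctions that the authors' files give no type were not reported on by the paper. Of these, 223 that name a gene, in 162 genes, reached 100 CPM in at least 3 libraries. By the authors' labels, both ends were in exons for 134, the second or the first end was intergenic for 36 and 49, and both for 4. As each junction names a gene, this label does not show that an end lay outside genes. The one with the most reads had both ends in exons of Tulp4, on chromosome 17 from 6137211 to 6139156 and had 4827 back-splice reads over the 6 libraries, 2874 at 0-h and 1953 at 4-h post-hCG (log2 fold change -0.47, standard error 0.279, edgeR adjusted p = 0.879). Between the time points, edgeR called 0 of the 223, with 13 at an unadjusted p under 0.05, and DESeq2 called 1.

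Far fewer circRNA than linear counts passed the test at the same 1658 junctions, 20 against 336. A lower read number as the whole cause is argued against, since linear counts thinned to the circular read number gave 237 calls at the median and 223 to 273 over 20 thinnings (44 junctions with more circular reads were not thinned). For the falls, circRNA that outlast their linear RNA are a candidate explanation: where the linear count fell, the median circular change was 0.170 of the linear one, and -0.0227 to 0.229 of it in 9 pairs of mice held out from the choice of junctions. Where the linear count rose, the held-out share was 0.155 to 0.523. A greater spread of circRNA between mice was not tested and stays open.

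About as many abundant circRNA stood above as below their linear count. With reads as counted, at most 2.90% had a ratio of 1 or more at either time, so the joint scaling of the circular and linear columns could account for the even division. Reads as counted are no like measure either, since linear counts behave as a sum over both ends of a junction. No biological explanation was tested.

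No linear count in the files reached 8000. There were 12910 values in the 1000 below it, over 56 gene names, against 8865 in the 1000 below those, where a falling tail would give fewer nearer the top. Junctions that share an end share counts, so these values are not independent. An upper limit in the authors' linear counting is a candidate explanation, under which changes of the highest linear counts could be understated, and no biological explanation was tested.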

How the results depend on the processing

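For the circRNA, the total behind CPM used in the main setting (circRNA alone) and the library sizes (junctions naming a gene) were chosen after seeing the data in place of all junctions, the total planned at the start for both. CPM over junctions naming a gene, library sizes over circRNA, the authors' p-values, medians in held-out mice and the mice left out for the principal components and for the medians of circRNA behind linear changes were also chosen after seeing the data; the other settings were fixed before. CPM over the authors' comparison table, and circRNA by type only, gave the values of the main setting. Causes of the shifts below were not tested, except that a wider or narrower filter tests more or fewer circRNA and a left-out mouse leaves fewer samples.

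With all mice, the count of changed circRNA between the time points (20) stayed within 1.5 times in most settings. The exceptions were 7 with no filter, 36 and 54 with 12 columns in edgeR and in DESeq2, and 117 (57 higher and 60 lower) with the authors' p-values. The count was 14 (13 and 1) with CPM over all junctions. All 20 were among the 36 and the 54. Linear counts stayed within 1.5 times in every setting, per circRNA (8758 to 11063 without 1 mouse) and per gene (1550 to 1973). The number of circRNA whose ratio changed (42) went to 101 with DESeq2, 21 at an FDR of 0.05, 25 with CPM over all junctions and 26 over those naming a gene. Without 1 mouse, changed circRNA ran from 10 to 19 (10, 12 and 11 without 0-h replicate 2, 0-h replicate 3 and 4-h post-hCG replicate 3), changed ratios from 11 to 75 (11, 17, 21, 24 and 75 without 0-h replicates 1, 2 and 3 and 4-h post-hCG replicates 3 and 2), gene lists at an adjusted p of at most 0.1 from 8 (without 4-h post-hCG replicate 1) to 11 (11 with all mice, 14 with fry, which does not compare a list with other genes, 9 with linear counts summed, 1 with an estimated correlation), the median circular log2 change where linear RNA rose from 0.34 to 0.51 and where it fell from -0.22 (without 4-h post-hCG replicate 2 and, likewise, replicate 3) to -0.085 (without 0-h replicate 3). At 200 CPM the last was -0.061.

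The share of abundant circRNA at a ratio of 1 or more at 0-h was 2.90% with reads as counted, 17.1% over all circRNA, 46.9% at 50 CPM, 50.5% at 200 CPM, 50.4% with CPM over all junctions and 49.4% over those naming a gene, and 48.2% to 50.2% without 1 mouse. Called were 26215, 2041, 524, 478 and 615 for these filters, and 983 to 1126 without 1 mouse. At 4-h post-hCG, the shares were 2.77%, 17.1%, 47.5%, 50%, 48.5% and 50.2%, and 50.2% with DESeq2 and 48.8% to 50.2% without 1 mouse, with 26257, 2077, 514, 473, 592 and 1021 to 1130 called. A read in at least 2 libraries left 17853 circRNA of 5158 genes. Abundant circRNA numbered 3280 (1796 genes) at 50 CPM, 788 (586) at 200 CPM, 780 (587) at 100 CPM in all 6 libraries, 712 (544) with CPM over all junctions and 904 (655) over those naming a gene. Over all detected circRNA, 77.0% were up to 1000 nt when spliced, 7.91% spanned up to 1000 bp and 60.5% had 2 to 5 exons. Component 1 held 69.0% of the variance with joint scaling and 67.6% to 70.2% without 1 mouse, and component 2 8.58% to 10.5%.

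Replicate numbers did not pair the mice: deviations of same-numbered libraries correlated at -0.0257 to 0.0324 in circular and -0.0698 to 0.0332 in linear counts, and not every library correlated best with its own number. With the replicate number as a block, 18 circRNA, 9769 linear counts per circRNA, 1754 per gene and 11 lists were called. With the mouse as a block for its 2 columns, the share at a ratio of 1 or more was 47.5% at 0-h and 48.7% at 4-h post-hCG, with 1088 and 1083 called, and 38 ratios changed.

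Directions turned as follows. The red blood cell list turned without 4-h post-hCG replicate 3 (adjusted p = 0.413 from camera of limma, 0.413 to 0.688 without 1 mouse up to 0.867 over all camera settings, and 0.378 from fry), linear Fos without 0-h replicate 3 (0.11; -0.22 to 0.11 without 1 mouse), and linear Lhcgr without TMM factors (-0.14), 4-h post-hCG replicate 1 (-0.19) or 0-h replicate 3 (-0.03), with up to 0.30 without another mouse. The ratio change of the Rnf180 circRNA to 105250567 turned without 0-h replicate 2 (0.12, lowest without another mouse -1.06), and that of Vcan exons 2 to 5 without 0-h replicate 1 (-0.13) or 4-h post-hCG replicate 1 (-0.09; highest 0.60). For log2 ratios of circular to linear, reads as counted gave at 0-h and 4-h post-hCG -1.0 and -0.69 for Bmpr1b from 141856349, -1.92 and -2.80 for Fgfr2 from 130218998, -1.64 and -2.72 for Fgfr2 from 130241200, -2.67 and -2.21 for Lhcgr to 88758411, -1.37 and -1.63 for Map2k1, and -2.63 for Tgfbr1 at 0-h. With all circRNA, Lhcgr to 88765222 had 0.17 and 0.62, Lhcgr from 88750103 to 88772083 1.29 and 0.95, Lhcgr from 88764982 1.70 and 1.67, and at 4-h post-hCG Bmpr1b from 141862983 0.46, Bmpr1b from 141870722 0.28 and Tgfbr1 0.60. At 50 CPM, Lhcgr from 88764982 had 0.33 and 0.37. At 200 CPM, Lhcgr to 88758411 had -0.62 and -0.11, and the 2 Fgfr2 circRNA -0.71 and -0.62 at 4-h post-hCG. With CPM over all junctions, Lhcgr to 88758411 had -0.71 and -0.20, and Fgfr2 from 130241200 -0.71 at 4-h post-hCG. With CPM over junctions naming a gene, Lhcgr to 88758411 had -0.51 at 0-h, and the 2 Fgfr2 circRNA -0.60 and -0.51 at 4-h post-hCG. The mouse as a block gave -0.0028 for Fgfr2 from 130218998 at 4-h post-hCG. Without 1 mouse, Tgfbr1 had -0.20 (0-h replicate 3) to 0.47 at 0-h, and at 4-h post-hCG Lhcgr from 88764982 had -0.65 to 0.023 (4-h post-hCG replicate 1), Fgfr2 from 130218998 -0.27 (4-h post-hCG replicate 3) to 0.25 and Fgfr2 from 130241200 -0.31 (4-h post-hCG replicate 2) to 0.40.

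Other values of single items kept their direction, and most kept their side of the threshold. Under other settings, 290 of 331 values of named circRNA between the time points, 445 of 462 of linear genes, 116 of 148 of ratios at 0-h, 113 of 147 at 4-h post-hCG, 122 of 131 of ratio changes and 45 of 60 of gene lists kept both. Without 1 mouse, these were 124 of 168, 425 of 461, 129 of 132, 127 of 132, 90 of 126 and 82 of 90. A circRNA at 100 CPM had 6.60 to 9.19 reads in a library.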

Differences from the paper's values

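The tests in this part were set before the data were examined, apart from the authors' p-values adjusted over the abundant circRNA, CPM over junctions naming a gene, and 2 choices behind the values given first for circRNA: CPM over the circRNA alone and library sizes over junctions naming a gene, where all junctions had been planned for both.

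The paper reports 54 circRNA changed between 0-h and 4-h post-hCG, 42 higher and 12 lower, at the same thresholds, and the values here were 20, 18 and 2. With all 6 mice and the paper's thresholds and minimum of 100 CPM, edgeR on the 12 columns (36) and DESeq2 on the 12 columns (54) lie within 1.5 times of the paper's total, while DESeq2 on the circular columns (14), no scaling factors (19), the exact test of edgeR (23) and the replicate block (18) do not. The settings that change a threshold or filter, which are not the paper's, gave 18 at FDR 0.05, 7 with no filter, 22 at 50 CPM and 15 at 200 CPM, and those that leave out a mouse gave 10 to 19. For the higher ones, edgeR and DESeq2 on the 12 columns gave 30 and 42, and the other settings fixed at the start differ. For the lower ones, DESeq2 on the 12 columns gave 12, and all the other settings fixed at the start differ. DESeq2 on the 12 columns called all 46 circRNA with an identifier in Table S3, of which 19 were called here and 27 were not. The authors' p-values adjusted over the abundant circRNA, chosen after seeing the values, gave 117 (57 higher and 60 lower) and dropped 1 of the 46. CPM over all junctions, the total planned, gave 14 (13 higher and 1 lower), which differs too. The 27 are Ano4, Atrnl1, Cnot4, Crim1, Cul5, Dennd1b, Eprs, Eps15l1, Erbb2ip, Kif24, Pip4k2b, Ptpn4, Robo1, Sema3c, Slc7a11, Smchd1, Tlk2, Ttll5, Vps41, Ywhae, Zdhhc23 and the Palm2 circRNA from 57638010, all in Table 1, and the circRNA of Arhgap32 from 32151922, Gpr98 from 81182646, Pcsk5 from 17642493 and Vcan from 89661917 and from 89678075. The 12 columns in edgeR called 13 of the 27, those of Ano4, Arhgap32, Crim1, Gpr98, Palm2, Pcsk5, Pip4k2b, Ptpn4, Robo1, Tlk2, Vps41, Ywhae and Zdhhc23. The exact test called those of Arhgap32, Crim1 and Pcsk5, and 50 CPM that of Crim1. Those of Gpr98 and Pcsk5 were called without 0-h replicate 1, and that of Zdhhc23 without 0-h replicate 2 and without 4-h post-hCG replicate 1.

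The paper states 58.3 to 78.7 M reads per sample. Back-splice reads and linear counts at circRNA together summed to 5.14 to 7.54 M per library. This sum is not a number of reads, since circRNA that share an end share linear counts, and it leaves out all reads elsewhere. It is therefore no like measure to the paper's value, and no alternative applies.

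In its discussion, the paper says that most of the circRNA exceeded the linear form. At a ratio of 1 or more, 48.3% did at 0-h and 49.1% at 4-h post-hCG, and the share was above 50% at 200 CPM at 0-h (50.5%), with DESeq2 on the 12 columns at 4-h post-hCG (50.2%), without 4-h post-hCG replicate 1 at both times (50.2%) and without 0-h replicate 1 at 4-h post-hCG (50.1%). With CPM over all junctions, the total planned, it was above 50% at 0-h (50.4%), and with CPM over those naming a gene, chosen after seeing the values, at 4-h post-hCG (50.2%). The results of the paper itself give 791 of the abundant circRNA at 0-h and 813 at 4-h post-hCG, against 801 and 814 here. Only the statement in its discussion differs. The joint scaling places the middle of the ratios near 1, so a share just above or below 50% rests on that scaling. The paper places the circular and linear columns apart on its component PC2 and the times on PC3, and here they parted on components 1 and 2. The paper marks Rnf180, Crim1, Slc7a11, Vcan, Ano4, Slc7a8, Palm2, Ywhae and Emg1 circRNA as higher than their linear isoform. On the joint scale, of the circRNA of section 2.3 named here, Slc7a11 (1.91) and Emg1 (0.84) had log2 ratios above 0 at 0-h only, Ano4 (0.09) at 4-h post-hCG only and the exon 7 Palm2 circRNA at both times (2.28 and 1.28), and with reads as counted each had fewer back-splice reads than linear counts at both times. Those linear counts behave as a sum over both ends of a junction, so neither scale gives ratios of molecules.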

Other observations

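No test in this part was chosen after its result was seen, though the total for CPM that sets which circRNA are abundant was chosen after seeing the data. More genes of the list of cholesterol synthesis and uptake, which also holds the exporter gene Abca1, rose than fell at 4-h post-hCG. Of 31 genes of cholesterol synthesis and uptake, 21 were measured, 9 rose and 2 fell (the same when adjusted over the list alone, camera adjusted p = 0.0136, adjusted p = 0.324 with an estimated correlation, range 0.00400 to 0.324 over the other camera settings and 0.00930 from fry). Abca1, which exports cholesterol, had a log2 fold change of 2.53 (standard error 0.170, edgeR adjusted p = 7.36e-11), Cyp51, of the late steps of synthesis, 1.79 (standard error 0.169, edgeR adjusted p = 2.38e-08), and the HDL receptor gene Scarb1 1.53 (standard error 0.179, edgeR adjusted p = 7.15e-07), with a highest count of 7142 near the highest in the files. Por, the electron donor of microsomal cytochromes P450, rose by 1.64, and Nr5a2, a regulator of steroid genes, had -0.37 without passing the fold change. Of 30 phosphodiesterases and kinases of cAMP and cGMP, 29 entries were measured, 12 rose and 3 fell (the same when adjusted over the list alone, camera adjusted p = 0.0608, adjusted p = 0.312 with an estimated correlation, range 0.0359 to 0.312 over the other camera settings and 0.00230 from fry), where the test pointed up and the median log2 fold change was -0.0029. A gene of this list can stand in several entries. Among them were Pde10a (3.40), Pde4d (2.61) and Akap2, which anchors protein kinase A (written with Gm20459 in the files, 2.42), while Prkar2b had -0.56 and was not called. This list was no longer at an adjusted p of at most 0.1 with the linear counts of a gene summed (adjusted p = 0.170 from camera of limma), without 4-h post-hCG replicate 1 (0.118) or without 0-h replicate 3 (0.134). Rps6ka2, a kinase of the ERK pathway, rose by 1.58.

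Of 61 cell cycle genes, 57 were measured, 1 rose and 11 fell (the same when adjusted over the list alone, camera adjusted p = 0.00306, adjusted p = 0.256 with an estimated correlation, range 6.22e-04 to 0.256 over the other camera settings and 0.0287 from fry). Brca2, of recombination repair, had -1.35 and the phosphatase gene Cdc25c -1.35 with groups that overlapped, while Lmnb1, which encodes lamin B1, rose by 1.19. Of 22 genes of hypoxia and angiogenesis, 13 were measured, 4 rose and 2 fell (the same when adjusted over the list alone, camera adjusted p = 0.0819, adjusted p = 0.324 with an estimated correlation, range 0.0614 to 0.324 over the other camera settings and 0.00185 from fry), among them the glucose transporter gene Slc2a1 (2.31) and Pdk1, a kinase of pyruvate dehydrogenase (-1.33). This list was no longer at an adjusted p of at most 0.1 without 4-h post-hCG replicate 1 (0.118) or 0-h replicate 2 (0.140). Of 35 factors of circRNA biogenesis and turnover, 27 were measured, 2 rose and edgeR called 0 lower, with 8 at an unadjusted p under 0.05 and 2 called by DESeq2 (the same counts over the list alone, camera adjusted p = 0.122, adjusted p = 0.256 with an estimated correlation, range 0.105 to 0.256 over the other camera settings and 2.97e-04 from fry): Adarb1, which edits double-stranded RNA, by 2.69 (standard error 0.184, edgeR adjusted p = 1.02e-10) and the splicing factor gene Mbnl1 by 0.74. Of 22 RNA-binding proteins that the paper predicts to bind, 13 were measured and 2 rose (2 when adjusted over the list alone, camera adjusted p = 0.166, adjusted p = 0.324 with an estimated correlation, range 0.105 to 0.324 over the other camera settings and 0.0201 from fry), Ptbp1 (0.59) and Fmr1 (0.63, with groups that overlapped). In TGF-beta signalling, the receptor genes Tgfbr1 and Tgfbr2 rose by 1.46 and 1.19 and Acvr1 by 0.92, with groups that overlapped. In the matrix, Adamts9 and Pcsk5 rose by 2.94 and 3.59.

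Markers of other cell types of the ovary were few among the measured genes and none of those counted here was called. Measured were 4 of 15 theca and interstitial, 4 of 22 oocyte, 2 of 17 endothelial, 4 of 19 immune, 3 of 15 stroma and smooth muscle, and 1 of 13 mesothelium and oviduct epithelium markers. Of these, edgeR called 0 over all genes and over each list alone, DESeq2 called 0, and 1 theca marker had an unadjusted p under 0.05 from edgeR, Ptch1, the receptor of hedgehog ligands, which was under a fold change of 1.5 (log2 fold change -0.48, edgeR adjusted p = 0.0508). Red blood cell markers, the other list of this kind, moved in both directions between the time points, with Ank1 as the only gene that fell. Among the abundant circRNA of the lists not yet given, 4 of steroid hormone synthesis, 2 of immediate early genes, 11 of phosphodiesterases and kinases, 2 of hypoxia, 7 of circRNA biogenesis, 1 of the RNA-binding proteins and 8 of granulosa cell markers, edgeR and DESeq2 on the circular columns each called 0, and 1, of the phosphodiesterases and kinases, had an unadjusted p under 0.05 from edgeR. With the 12 columns in the model, edgeR and DESeq2 each called 1 of that list and 0 of the others.

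Over the 10 splits of the libraries, which are too few for a share under 0.05, the time points gave 20 changed circRNA against a highest other count of 0, 9865 against 0 for linear counts per circRNA, 1793 against 0 per gene and 11 against 5 for gene lists. In each, 1 of the 10 splits, that of the time points, gave as many. Within a time point, the 6 columns have 10 splits too, and that of circular from linear columns gave 1116 against a highest other count of 0 at 0-h and 1130 against 0 at 4-h post-hCG, again in 1 of the 10 splits. Each mouse gives a circular and a linear column, and these splits do not keep that pairing.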
